# Sex-Related Microglial Perturbation Is Related to Mitochondrial Changes in a Model of Alzheimer’s Disease

**DOI:** 10.3389/fncel.2022.939830

**Published:** 2022-07-05

**Authors:** Eoin O’Neill, Virginia Mela, Aline Sayd Gaban, Sibylle Bechet, Aoife McGrath, Aife Walsh, Allison McIntosh, Marina A. Lynch

**Keywords:** Alzheimer’s disease, microglia, mitochondrial dysfunction, iron accumulation, sex-related differences

## Abstract

Many studies implicate microglia in the pathogenesis of Alzheimer’s disease (AD) but precisely how these cells make their impact has not been determined to date. One contributory factor is likely to be the enhanced production of inflammatory mediators and it is now known that microglia with this secretory phenotype exhibit other adaptations including in their morphology, function, and metabolism. AD, like many neurological disorders, demonstrates a sex bias and recent evidence indicates that the sexual dimorphism in microglial function, which has been recognized for many years in early development, persists into adulthood and aging. Here, we demonstrate sex-related differences in microglia from post mortem tissue of male and female AD patients and a marked increase in the number of dystrophic and rod-shaped microglia in tissue from female AD patients compared with males. Furthermore, there was an increase in iron-laden microglia in tissue from female AD patients and this has been reported to reflect mitochondrial changes. To address this further, we assessed changes in microglia from male and female APP/PS1 mice and demonstrate that iron accumulation in microglia is increased to a greater extent in tissue prepared from females compared with males. This was associated with altered expression of genes coding for proteins that modulate mitochondrial function. The findings suggest that sex-related differences in the severity and perhaps incidence of AD may, at least in part, arise from sexual dimorphism in microglia.

## Introduction

Recent analysis using bulk and single cell RNA-sequencing have identified microglial signatures that describe the homeostatic state and, in aging and disease models, several non-homeostatic states. Some studies have reported that transcripts which define the homeostatic state of microglia are downregulated, while those that reflect immune activation and inflammation are upregulated, in aged compared with young mice (Hickman et al., 2013; Holtman et al., 2015; Krasemann et al., 2017; Kang et al., 2018; Hammond et al., 2019). Similar up- and down-regulated transcripts were observed in models of disease, particularly Alzheimer’s disease (AD), including APP/PS1 mice (Holtman et al., 2015; Krasemann et al., 2017; Kang et al., 2018; Guillot-Sestier et al., 2021), 5XFAD mice (Keren-Shaul et al., 2017) and App^*NL*–*G*–*F*^ mice (Sala Frigerio et al., 2019).

Analysis of metabolism in microglia has determined that stimulation of cultured cells from neonates with immune stimuli triggers the cells to shift their metabolism toward glycolysis accompanying the increase in expression of activation markers (Holland et al., 2018; Rubio-Araiz et al., 2018; Baik et al., 2019; Nair et al., 2019). The amyloid-β (Aβ) and lipopolysaccharide (LPS)-induced increases in glycolytic flux in cultured microglia (Baik et al., 2019; McIntosh et al., 2019) have been attributed to mTOR-HIF-1α pathway activation (Baik et al., 2019) or iron accumulation in microglia (McIntosh et al., 2019) and these changes translated into 2 models of AD, 5XFAD and APP/PS1 mice (Baik et al., 2019; McIntosh et al., 2019). Furthermore, microglia from aged mice (McIntosh et al., 2019; Mela et al., 2020) exhibited a similar reprogramming of metabolism to a glycolytic state. An important finding was that function, including phagocytosis and chemotaxis, was compromised in glycolytic cells (Mela et al., 2020; Guillot-Sestier et al., 2021) perhaps as a result of reduced ATP production, which would also be a consequence of mitochondrial dysfunction. This compromised function was supported by the finding that microglial recruitment to the site of laser injury was reduced in 5XFAD mice compared with WT mice, although the authors suggested that such immediate reactivity was dependent on glycolytic metabolism (Baik et al., 2019).

Many studies implicate microglia in the pathogenesis of AD but the exact mechanism(s) have not been settled. We have recently demonstrated that there is a sex-related difference in expression of genes linked with inflammation/immune activation in microglia from APP/PS1 mice, with increased expression in microglia from females compared with males (Guillot-Sestier et al., 2021). Furthermore, microglia from female APP/PS1 mice exhibited a glycolytic phenotype coupled with reduced phagocytic activity, whereas no marked changes were observed in cells from males. Whether this sex-related switch toward glycolysis is accompanied by a change in mitochondrial metabolism is not known but it is significant that mitochondrial damage has also been reported in microglia in APP/PS1 mice and that defective mitophagy has been associated with reduced clearance of Aβ (Fang et al., 2019).

Here we sought to assess whether there were sex-related differences in microglia that might reflect mitochondrial dysfunction in tissue from APP mice compared with WT mice. The data provide evidence of greater microglial dystrophy in sections from female AD patients compared with males, associated with similar sex-related differences in P16 and lipofuscin accumulation. Iron accumulation was also more marked in microglia from female AD patients compared with males and the presence of iron was particularly marked in spheroidal swellings which, together with beaded/discontinuous processes and rod-shaped microglia, provided further evidence of dystrophic microglia that were more prevalent in tissue from female AD patients. A similar sex-related difference in iron accumulation was observed in APP/PS1 mice and P16 and lipofuscin accumulation were also increased to a greater extent in microglia from female, compared with male APP/PS1 mice. A more marked downregulation of genes that code for proteins which support mitochondrial function were observed in microglia isolated from female APP/PS1 mice, as well as an increase in reactive oxygen species (ROS) production. These changes, together with the sex-related difference in mitochondrial metabolism, are consistent with perturbation of mitochondrial function and support the growing evidence that sex-related differences in microglia may contribute to the well-described sexual dimorphism in AD.

## Materials and Methods

### Animals

In this study, we used 17–18 month-old male and female transgenic mice that overexpress mutant amyloid precursor protein (APP_*swe*_) and presenilin 1 (PSEN1_Δ*E*9_; APP/PS1 mice, B6;C3-Tg (APP_*swe*_PSEN1_Δ*E*9_)85Dbo/Mmjax MMRRC (RRID:MMRRC_034829-JAX) and littermate controls. Mice were maintained under veterinary supervision, and experiments were conducted under license from the Health Products Regulatory Authority (HPRA), Ireland (Project license numbers AE19136/P035 and AE19136/P113) in accordance with EU regulations and with local ethical approval (Animal Research Ethics Committee, Trinity College Dublin). Mice were housed at 20–22°C, and had unlimited access to food and water.

### Human Samples

Paraffin-embedded human brain tissue was obtained from the Netherlands Brain Bank, which received consent from potential donors, having applied current legal and ethical guidelines for brain autopsy, tissue storage and use of tissue for scientific research worldwide. The experiments described here were undertaken with additional local ethical approval (Faculty of Health Sciences Research Ethics Committee, Trinity College Dublin). Analysis was undertaken on cortical tissue from 5 male and 4 female individuals, aged 75–82 years (mean ± SEM = 76.67 ± 1.41) with confirmed AD (Braak score = 5) and from 5 male and 4 female non-demented controls (aged 71–82; mean ± SEM = 77.89 ± 0.71; Braak score = 1 or 2).

### Immunohistochemical Analysis of Human Tissue

Sections of parietal cortex (12 μm) from post-mortem tissue of male and female AD patients and age-matched controls were heated (37^°^C, 3h) and incubated in xylene (2 × 15 min, Sigma-Aldrich) to deparaffinize. Tissue was rehydrated by incubating in ethanol (100% ×10 min, 90% × 10 min, 75% × 10 min) and dH_2_O (30 min) and endogenous peroxidase activity was quenched by incubating in H_2_O_2_ solution (1% in 20% methanol, 20 min, room temperature). Sections were rinsed in PBS and incubated with citrate-Na (pH 6.0) to facilitate antigen retrieval (2 × 5 min in microwave). After thorough washing in TBS (3 × 5min), sections were blocked in normal horse serum (20% in 0.2% Triton, 45 min) and incubated overnight in the presence of rabbit anti-Iba1 (1:1,000, Wako, Japan; 4°C in a humid tray chamber). Sections were washed with PBS and incubated (90 min) with biotinylated horse anti-rabbit secondary antibody, which was conjugated to HRP *via* the ABC method (Vector Laboratories). Staining was visualized with 3,3′-diaminobenzidine (DAB) as the chromogenic substrate.

Staining for free ionic iron (Fe^3+^) in Iba1-stained tissue sections was performed by Prussian blue histochemical reaction using the HEMATOGNOST Fe^®^, staining kit (Millipore, Ireland) as per the manufacturer’s instructions. In brief, sections were incubated 1:1 with potassium hexacyanoferrate (II) solution and hydrochloric acid (37°C, 20 min). Sections were rinsed in dH_2_O, dehydrated by incubating in ascending ethanol concentrations, cleared in xylene and mounted on coverslips using DPX mounting media.

We also assessed P16^*INK*4*a*^ and lipofuscin as measures of cell senescence. For p16^*INK*4*a*^ immunostaining, sections were pre-treated as above, immune-blocked in 20% NHS and incubated overnight in an anti-p16^*INK*4*a*^ monoclonal antibody (1:500, MA5-17142, Invitrogen). Sections were rinsed in PBS, incubated in a biotinylated horse anti-mouse secondary antibody and thereafter in an avidin-bound HRP conjugate. Staining was visualized with 3,3′-diaminobenzidine (DAB) as the chromogenic substrate.

Sudan Black B (SBB) was used as a stain for lipofuscin as previously described (Evangelou and Gorgoulis, 2017). In brief, sections were de-waxed, rehydrated, washed and incubated in citric acid buffer (pH 6.0; 2 × 5 min; in a microwave oven). Slide-mounted tissue sections were lowered onto a slide which was coated with freshly-prepared, filtered SBB solution (0.7 g in 100 ml 70% ethanol) and incubation proceeded (5 min, room temperature). Slides were then quickly immersed in 50% ethanol solution, washed in dH_2_O, sections were dehydrated briefly in 50% ethanol and mounted on coverslips using DPX mounting media.

### Image Acquisition and Analysis

For DAB immuno-peroxidase images, 12 images were taken from 3 sections per subject and analyzed in a blind, unbiased manner. Sections were imaged at 40x magnification using an Olympus DRP72 camera mounted on an Olympus BX51 light microscope. The number of dystrophic microglia (i.e., microglia exhibiting evidence of deramified branches, spheroids, beaded processes and rod-shaped cell somas) was quantified using the cell counter tool on ImageJ (National Institute of Health)^1^ and expressed as a percentage of total Iba1^+^ cells per field of view. For confocal immunofluorescence microscopy, sections were viewed using a Leica SP8 scanning confocal microscope and analysis was undertaken with ImageJ and Imaris software. To analyze iron-laden microglia the cell counter tool on ImageJ (National Institute of Health, see text footnote 1) was used to quantify the number of Iba1^+^iron^+^ cells, which was expressed as a percentage of total Iba1^+^ cells per field of view.

For analysis of p16^*INK*4*a*^, images were taken at 20x magnification, converted to 8-bit binary and a consistent threshold was set for all images. Images were pixel-filtered to remove background and p16^*INK*4*a*^-positive immunostaining was assessed using the Analyze particles tool. For analysis of SBB staining, images were taken at 40x magnification to visualize perinuclear and cytoplasmic intracellular aggregates of blue-black lipofuscin granules. Binary images were pixel-filtered and the % area of SBB-positive lipofuscin was measured using the Analyze particles tool on ImageJ.

### Preparation of Mouse Tissue

Mice were anaesthetized with sodium pentobarbital (Euthanimal), transcardially-perfused with saline and the brain was dissected free and used either to isolate microglia for immunocytochemistry, analysis of metabolic profile or gene expression analysis, or tissue for PCR or for immunohistochemistry (IHC). In the latter case, brains were perfused with cold PBS and PFA (4%), incubated in PFA (4%, 24 h) and stored in sucrose (30%). Coronal sections of cortex (40μm) were prepared and stored (30% ethylene glycol, 30% sucrose in PBS, –20°C) for later analysis.

### Preparation of Microglia

Isolated microglia were prepared from brain tissue as described (Mela et al., 2020). In brief, tissue was homogenized (Gentle-MACS Dissociator and the Adult Brain Dissociation Kit, Miltenyi Biotec, United Kingdom), filtered, washed in Dulbecco’s phosphate-buffered saline (D-PBS) containing calcium (100 mg/l), magnesium (100 mg/l), glucose (1,000 mg/l), pyruvate (36 mg/l) and centrifuged (3,000 × g, 10 min) to obtain supernatants. Samples were centrifuged (300 × g, 10 min) to yield a pellet that contained microglia which were resuspended in D-PBS, incubated with CD11b microbeads (Miltenyi Biotec. United Kingdom) and magnetically-separated using the QuadroMACS separator (Miltenyi Biotec, United Kingdom). Samples were resuspended in PBS containing 0.5% fetal bovine serum, centrifuged (300 g, 10 min) to provide a pellet that was resuspended in Dulbecco’s modified Eagle’s medium.

### Nanostring

RNA was isolated from microglia (400,000 cells/well in 12-well plates; final volume 800 ml) using the NucleoSpin RNA II kit (Macherey-Nagel, Duren, Germany) and stored at –80°C. Gene expression was evaluated in samples in nCounter hybridization reactions using the NanoString Reporter CodeSet, with added capture ProbeSet and hybridation buffer and Proteinase K according to the manufacturer’s instructions (nCounter Mouse Glial Profiling Panel). Samples were thawed, unamplified RNA (30 ng) was hybridized (overnight, 65°C in thermal cycler) and samples were loaded on a nCounter MAX Analysis system. Data analysis was performed using nSolver software; negative and positive controls were used to normalize for variability in hybridization, purification or binding. Raw data were normalized using the geometric mean of housekeeping genes).

### Analysis of Microglial Oxygen Consumption Rate

The SeaHorse Extracellular Flux Analyzer (SeaHorse Bioscience, United States) was used to analyze microglial metabolism as previously described (McIntosh et al., 2019). Microglia (50,000 cells/well; final volume 200 μl; 4–6 replicates/sample) were seeded on SeaHorse cell culture microplates, the sensor cartridge was hydrated by adding SeaHorse XF Calibrant solution (200 μl) to each well and samples were left overnight in a CO_2_-free incubator at 37°C. Cells were washed, assay media added to give a final volume of 200 μl/well and incubation continued (37°C; 1 h; CO_2_-free incubator). For the assay, oligomycin (20 μM; AbCam, United Kingdom), carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (20 μM; FCCP; Sigma-Aldrich, United Kingdom) and antimycin A (40 μM; Sigma-Aldrich, United Kingdom) were loaded into the appropriate ports for sequential delivery at 24 min intervals and, following calibration, Oxygen Consumption Rate (OCR) was measured at 8 min intervals for a total of 96 min and automatically calculated using the SeaHorse XF96 software.

### Immunocytochemistry

The fluorescent probe, CellROX™ (Thermo Fisher Scientific, C10448), was used to assess ROS. Cells were washed with pre-warmed PBS, incubated in the presence of the CellROX™ Reagent (10 min, at 37°C; final concentration 5μM), washed, fixed (4% PFA, 15 min) and washed. Coverslips with the cells were mounted onto slides and stored at 4°C until imaging. Images of cells were taken using a Leica SP8 scanning confocal microscope (40X, 5 fields of view). CellROS expression in DAPI-stained nuclei and cytosol was assessed. ImageJ software (National Institute of Health, see text footnote 1) was used to convert images to 8-bit greyscale, a consistent threshold and mask were set and binarized images were filtered by pixel size to reduce background and enhance contrast. Mean Integrated Density (IntDen) was measured using the “analyze particles” tool.

### Immunohistochemical Analysis of Mouse Tissue Sections

For analysis of tissue from aged WT and APP/PS1 mice 4 images were taken from 2 sections per subject and analyzed in a blind, unbiased manner. Iba1 was used to stain microglia and iron was visualized by the Prussian blue reaction (Hematognost Fe, Millipore Ireland) (McIntosh et al., 2019). Sections were washed, blocked for endogenous peroxidase and non-specific binding by incubating in hydrogen peroxide (0.75%; 20 min) and normal horse serum (10%; 1 h), respectively, washed, incubated in rabbit anti-Iba1 primary antibody (WAKO, Japan; 1:5,000; 4°C; overnight), washed again and incubated in goat anti-rabbit biotinylated secondary antibody (Vector Labs, United Kingdom; 1:300; 90 min). Sections were processed using the avidin-biotin immunoperoxidase method (Vectastain ABC Elite kit, Vector Laboratories, United Kingdom) and Iba1 was visualized by the addition of the chromogen 3′,3-diaminobenzidine (containing 0.02% H_2_O_2_ in PBS, Sigma-Aldrich, United Kingdom). To assess iron, sections were incubated (1:1 potassium hexacyanoferrate (II; 4.78%) and HCl (4%); 20 min, 37°C), washed, dehydrated through graded alcohols, immersed in 100% xylene (VWR International United Kingdom) and mounted with DPX (Sigma). Samples were viewed on an Olympus BX51 light microscope with a built-in camera (Olympus, Japan) and iron^+^ Iba1^+^ cells were calculated as a proportion of the total number of Iba1^+^ cells per field of view. Congo red staining was used to visualize amyloid plaques (McIntosh et al., 2019).

For P16^*INK*4*a*^ staining, free-floating sections were incubated in PBS containing Triton X100 (0.3%; 5 min), washed, incubated in blocking buffer (PBS containing saponin (0.1%) and goat serum (2%); room temperature; 1 h). The sections were incubated with rabbit anti-Iba1 primary antibody and mouse anti-p16^*INK*4*a*^ antibody (WAKO, Japan; 1:1,000; Thermo Fisher Scientific, Warrington, United Kingdom; 1:1,000; 4°C; 48 h). Samples were washed and incubated in the secondary antibodies (Alexa Fluor 488 goat anti-rabbit, 1:1,000; Alexa Fluor 594 goat anti-rabbit, 1:1,000, Thermo Fisher Scientific, Warrington, United Kingdom; 4°C; 24 h). Sections were washed, mounted with Vectashield containing DAPI, coverslipped, sealed and stored at 4°C. Images were taken using the Leica Biosystems SP8 scanning confocal microscope in 3 dimensions and analyzed using Imaris software (Oxford Instruments, United Kingdom). A 3D surface was created using the surface tool for the Iba1 and P16 signals and the volume of P16 within Iba1^+^ cells was determined and normalized to the number of Iba-1^+^ cells per image.

As a measure of lipofuscin accumulation in Iba1^+^ microglia, we assessed autofluorescence in tissue free-floating sections from the 4 groups of mice. To stain for Iba1, sections were incubated in PBS containing Triton ×100 (0.3%; 5 mins), incubated in blocking buffer (PBS containing Triton ×100 (0.3%) and goat serum (2%); room temperature; 1 h). Sections were incubated with rabbit anti-Iba1 primary antibody (WAKO, Japan; 1:1,000; 4°C; 48 h), washed and incubated with the secondary antibody, Alexa Fluor 647 goat anti-rabbit IgG (Thermo Fisher Scientific, Warrington, United Kingdom, 1:1,000; 4°C; 24 h), washed, mounted and stored at 4°C. Images were taken using the Leica Biosystems SP8 scanning confocal microscope in 3 dimensions, using the excitation wavelength 488 nm to capture the autofluorescence. The images were analyzed using Imaris Software as described above for P16.

### Analysis of Inflammatory Cytokines by PCR

mRNA expression of IL-1β, TNFα, and IL-6 was assessed in samples of hippocampal homogenate. RNA was isolated from microglia using the Nucleospin RNAII KIT (Macherey-Nagel, Duren, Germany) and cDNA was prepared using High-Capacity cDNA RT kit according to the manufacturer’s instructions (Applied Biosystems, United Kingdom). Real-time PCR was performed with predesigned Taqman gene expression assays (IL-1β (Mm00434228_m1); TNFα (Mm00443258_m1); IL-6 (Mm00446190_m1); Applied Biosystems, United Kingdom) using an Applied Biosystems 7500 Fast Real-Time PCR machine (Applied Biosystems, Germany). Samples were assayed as previously described (Costello et al., 2016) with β-actin (Mm00407939_s1) as the endogenous control to normalize gene expression data. Gene expression was calculated relative to the endogenous control samples and to the control sample giving an RQ value (2^– DDCt^, where Ct is the threshold cycle).

### Statistical Analysis

Data are reported as the mean ± SEM and the number of experiments is indicated in each case. Statistical analysis was carried out using a two-way analysis of variance (ANOVA), with *post hoc* Tukey’s multiple comparisons tests. The significance level was set at *p* < 0.05.

## Results

We first assessed 2 markers of cell senescence, lipofuscin and P16, in sections of parietal cortex from postmortem brain of male and female AD patients and age-matched controls. Lipofuscin, an aggregate of oxidized proteins, lipids, and metals, formation of which is perhaps triggered by mitochondrial and/or lysosomal dysfunction (Terman and Brunk, 2006; Konig et al., 2017), accumulates in senescent cells including microglia (Safaiyan et al., 2016; O’Neil et al., 2018). Here we show that Sudan Black B staining of lipofuscin was increased in tissue from AD patients compared with controls (Figure 1A) although the cell type associated with this increase was not assessed. Analysis of the data indicated that there was a main effect of disease (*p* < 0.05), while *post hoc* analysis indicated that staining was significantly greater in sections from female AD patients compared with female controls (*p < 0.05; Figure 1B). No difference between male AD patients and controls was observed. P16 accumulation, which correlates with other makers of senescence, has been shown to increase as early as 4 months of age in hippocampus of the MAPT P301S PS19 mouse model of tau-dependent neurodegenerative disease (Bussian et al., 2018). Here we show that P16 staining was markedly more pronounced in brain sections from AD patients (*p* < 0.01; Figure 1C) compared with controls and this may be attributable to the AD-related increase in the number of P16^+^ cells (*p* < 0.001). We did not assess the cell type associated with this increase. *Post hoc* analysis revealed that staining was significantly greater in sections from female AD patients compared with female controls (*p < 0.05) but not males (Figure 1D), whereas P16^+^ cell number was increased in female AD patients compared with female controls (*p < 0.001) and also in male AD patients compared with male controls (*p < 0.05).

**FIGURE 1:**
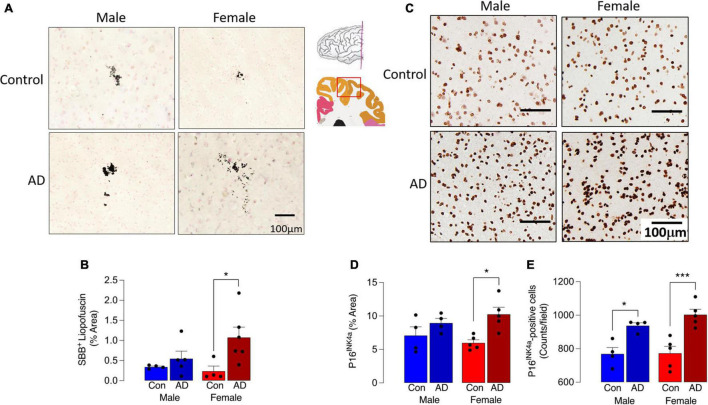
Sex-specific increase in senescent cells in AD. **(A)** Sudan Black B staining of lipofuscin was increased in sections from AD patients compared with age-matched controls. **(B)** A significant main effect of disease was observed (*p* < 0.05), and *post hoc* analysis indicated that staining was significantly greater in sections from female AD patients compared with controls (*p < 0.05). **(C,D)** P16^*INK*4*a*^ staining was most pronounced in tissue from female AD patients and analysis of the data indicated that there was a significant main effect of disease (*p* < 0.01) with *post hoc* analysis establishing that staining was significantly greater in sections from female AD patients compared with female controls (*p < 0.05). **(E)** The number of P16^*INK*4*a*^-stained cells was significantly increased in sections from AD patients compared with control (*p* < 0.001; significant main effect of disease) with *post hoc* analysis establishing that staining was significantly greater in sections from female AD patients compared with female controls and in sections from male AD patients compared with male controls (*p < 0.05; ***p < 0.001). The inset shows the region from which sections were prepared. Data (mean ± SEM; *n* = 3–5) represent the mean area stained for Sudan Black B or P16^*INK*4*a*^ expressed as a% of the total.

A comparison of Iba1^+^ microglia in sections of parietal cortex from postmortem brain of male and female AD patients and age-matched controls indicated an increase in dystrophic cells, typified by evidence of fragmentation and beading of cytoplasmic processes, densely-stained spheroid-shaped process endings (Figure 2A). Specifically, we observed microglia with processes that had a fragmented appearance (Figure 2Ai) and evidence of beading (ii), and we also observed many rod-shaped microglia (iii). Analysis of the mean data obtained from dystrophic cell counts indicated that there was a significant main effect of sex (*p* < 0.001) and disease (*p* < 0.01; Figure 2B) and *post hoc* analysis indicated that there was an increase in dystrophic microglia in tissue from female AD patients compared with female controls (*p < 0.05) and compared with male AD patients (^+++^*p* < 0.001). There was also a significantly greater proportion of dystrophic microglia in tissue from female controls compared with male controls (*p* < 0.01). The distribution of dystrophic cells was roughly homogenous in the images analyzed.

**FIGURE 2:**
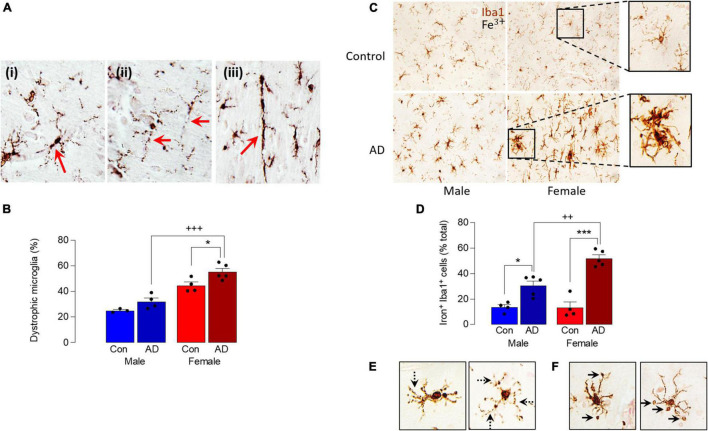
Sex-specific increase in dystrophic and iron-laden microglia in AD. **(A)** Analysis of microglial morphology in postmortem tissue (parietal cortex) from male and female AD patients and age-matched controls revealed microglia with fragmented soma and processes (i), beading in the processes (ii) and a distinctive rod shape (iii). **(B)** Quantitative analysis of these microglial features identified a significant main effect of sex (*p* < 0.001) and disease (*p* < 0.01) and *post hoc* analysis indicated a significant increase in dystrophic microglia in tissue from female AD patients compared with controls (*p < 0.05) and male AD patients (^+++^*p* < 0.001). Data are expressed as the mean (± SEM; *n* = 3–5) dystrophic microglia as a percentage of the total number of microglia **(C)**. Iron staining was increased in Iba1^+^ microglia in sections from AD samples compared with age-matched controls, particularly in female AD patients. **(D)** A significant main effect of sex (*p* < 0.05) was observed and *post hoc* analysis indicated that the percentage of iron^+^ Iba1^+^ cells was significantly increased in tissue from male and female AD patients compared with their respective controls (*p < 0.05; ***p < 0.001), and in female AD patients compared with male AD patients (^++^*p* < 0.01). Data (means ± SEM; *n* = 4–5) are Iron^+^ Iba1^+^ cells expressed as a % of the total Iba1^+^ cells. **(E,F)** Iron accumulation was evident in dystrophic cells **(E)** and in spheroids **(F)**.

These data suggest that microglia are markedly affected by sex in AD and, because iron handling by cells is inextricably linked with altered microglial phenotype (McIntosh et al., 2019; Ndayisaba et al., 2019), we examined iron accumulation in Iba1^+^ microglia in sections from male and female AD patients and controls. The data show that iron staining was increased in microglia from AD samples compared with controls and markedly enhanced in samples from female AD patients (Figure 2C). Analysis of the quantitative data indicated a significant main effect of sex (*p* < 0.05) and *post hoc* analysis indicated that the percentage of iron^+^ Iba1^+^ cells was significantly increased in male AD patients compared with male controls (*p < 0.05; Figure 2D), in female AD patients compared with female controls (^***^p < 0.001); staining was also significantly increased in sections from female AD patients compared with sections from male AD patients (^++^*p* < 0.01). Further analysis of the images indicated that iron accumulation was evident in dystrophic cells that were characterized by beaded and fragmented processes (Figure 2E), and that it was especially concentrated in spheroids (Figure 2F). The changes are associated with accumulation of amyloid, which we have previously reported is increased to a greater extent in cortex from female AD patients compared with males (Guillot-Sestier et al., 2021); here we show a similar sex-related difference in hippocampus (Supplementary Figure 1).

To explore this further, we turned to the APP/PS1 mouse model of AD and show that iron staining in microglia was markedly greater in sections from APP/PS1 mice compared with WT mice and the most marked staining was in female APP/PS1 mice where the iron-labeled cells seemed to cluster around plaques (stained pink; Figure 3A). Analysis of the quantitative data indicated that there was a main effect of genotype on the proportion of iron^+^ Iba1^+^ cells (*p* < 0.01) and *post hoc* analysis revealed that there was a significant difference between female WT and female APP/PS1 mice (^**^p < 0.01; Figure 3B). Previous findings have indicated that iron accumulation in microglia triggers production of inflammatory cytokines (McIntosh et al., 2019). Here, we confirm this and report that there was a significant sex x genotype interaction for IL-1 β (*p* < 0.01), TNFα and IL-6 (*p* < 0.05; Supplementary Figure 2) in hippocampal tissue prepared from WT and APP/PS1 male and female mice and a significant increase (^**^p < 0.01; ^***^p < 0.001) in tissue from APP/PS1 females compared with WT females and between APP/PS1 males and females (^++^*p* < 0.01; ^+++^*p* < 0.001).

**FIGURE 3:**
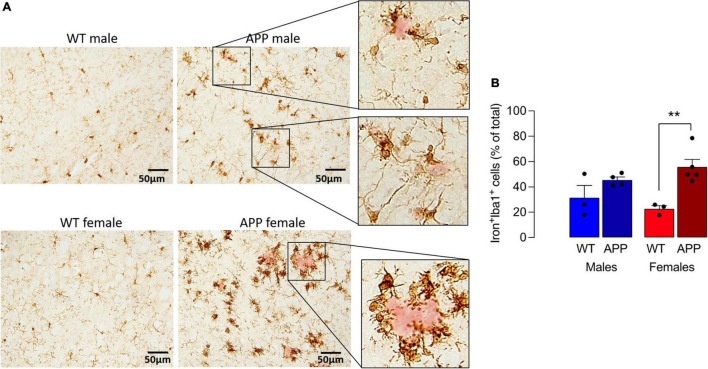
Iron accumulation in microglia is increased to a greater extent in sections from female APP/PS1 mice. **(A)** Iron staining was increased in Iba1^+^ microglia in sections from APP/PS1, compared with WT, mice notably in sections from females. Iron^+^ Iba1^+^ cells clustered around (pink-stained) Ab-containing plaques (insets). **(B)** A significant main effect of genotype was observed (*p* < 0.01) and *post hoc* analysis revealed that the proportion of Iron^+^ Iba1^+^ cells was significantly greater in sections of female APP/PS1 mice compared with female WT mice (**p < 0.01). Data (means ± SEM; *n* = 3–5) are Iron^+^ Iba1^+^ cells expressed as a % of the total Iba1^+^ cells.

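Microglia were isolated from the brains of male and female WT and APP/PS1 mice with CD11b microbeads, and their unamplified RNA was hybridized to the nCounter Mouse Glial Profiling Panel, an assay in which each transcript is bound by a colour-coded probe and the probes are counted one by one. The sample labels add that the cells were kept in culture for several days before the RNA was taken. The deposited table holds 36 samples, each from 1 mouse. Of these, 24 came from aged mice, in 4 groups of 6 (male WT, male APP/PS1, female WT and female APP/PS1), the same n as in the paper. The paper gives the age of these mice as 17–18 months and the labels as 18 months. The other 12 samples came from young mice of 5–6 months and were not used at the conclusions.
Each value is the whole-number count of 1 probe, and the panel holds 779 probes. Probes are listed by transcript accession and target position, and their gene symbols were taken from the RefSeq gene table of the assembly GRCm38.p6, used for names only, in which 767 of the 779 accessions were found. The total count per sample ran from 1358112 to 1746742 in female APP/PS1 mice (median 1672677.5), from 1562292 to 1775786 in female WT mice (median 1606272), from 952591 to 1665709 in male APP/PS1 mice (median 1643449) and from 1253661 to 1805205 in male WT mice (median 1448914). The 5 most abundant genes (Fth1, Spp1, Ctsd, Tmsb4x and Lgals3) took 52.2% ± 2.07 (SD, n = 6) of the counts in female APP/PS1 mice, 46.3% ± 1.67 in female WT mice, 48.9% ± 3.66 in male APP/PS1 mice and 43.4% ± 1.16 in male WT mice.
The methods state that raw data were normalized with control probes and with the geometric mean of housekeeping genes. The deposited counts did not carry such a scaling when this was checked. Every whole number from 2 to 20 occurred in each of the 36 samples, whereas the same whole numbers multiplied by 1.1, 1.2, 1.3 or 1.5 and rounded left 2, 3, 5 and 6 of these numbers out. The geometric mean of 13 genes that nCounter panels commonly use as housekeeping genes was 155 ± 21.7 counts (SD, n = 6) in female APP/PS1 mice, 216 ± 17.7 in female WT mice, 173 ± 30.6 in male APP/PS1 mice and 215 ± 29.0 in male WT mice. The paper's text does not name the housekeeping genes, and these 13 were chosen after the gene names of the table had been seen. On the log2 scale they were lower in APP/PS1 mice, by a mean difference of −0.49 in females (2-sided exact permutation test, p = 0.0022) and −0.32 in males (exact permutation p = 0.035).

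**Figure D1:**
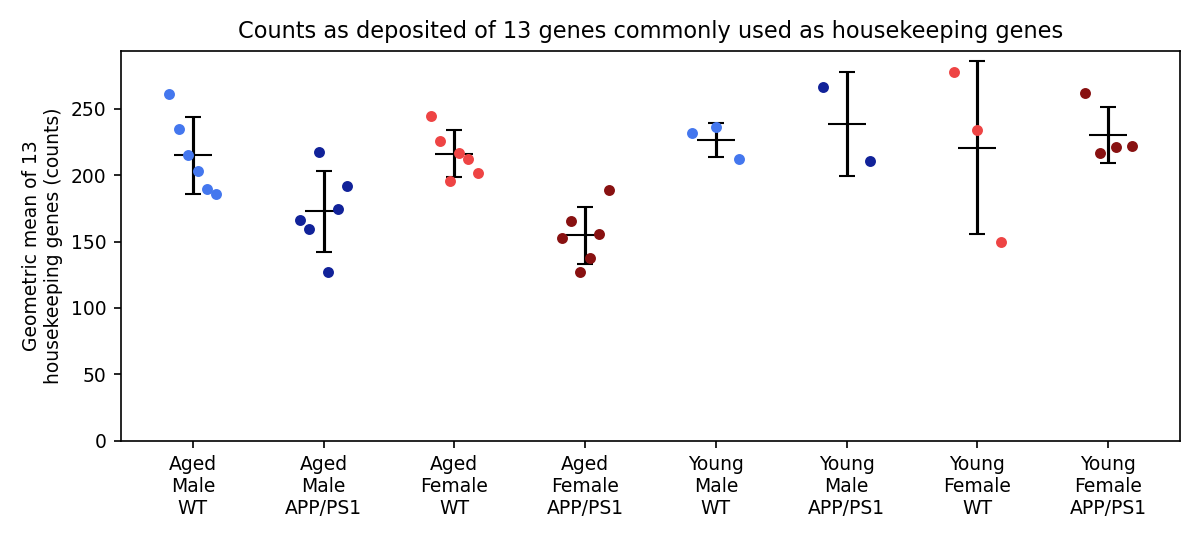
Geometric mean of the counts as deposited of 13 genes commonly used as housekeeping genes (y axis, counts) in each sample, by group (x axis). Each point is 1 mouse, and bars give the group mean and SD. Samples from aged mice lie between 127 and 261 counts, and female APP/PS1 mice have the lowest group mean.

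Genes were tested with edgeR's quasi-likelihood test on the counts as deposited, over all 779 probes, with 1 mean per group for the 4 aged groups and Benjamini-Hochberg adjustment. Library sizes were scaled by TMM, which takes most genes as unchanged between samples. The choice of scaling moves every gene of a sample together. Over 537 genes outside the paper's list with a mean of at least 20 counts, the median log2 fold change of aged APP/PS1 over WT mice was −0.05 with TMM, −0.30 with no scaling, −0.28 with scaling to the total count, 0.06 with scaling to the panel median and 0.09 with scaling to the 13 housekeeping genes. Results with no scaling or with housekeeping scaling are therefore given beside those with TMM. As a check of the labels, App had a log2 fold change of 0.02 (SE 0.05, edgeR adjusted p = 0.70) in aged APP/PS1 over WT mice. Whether its probe binds the transcript of the transgene was not tested. With no scaling, App was lower in APP/PS1 mice (exact permutation p = 0.0053), and with housekeeping scaling higher (exact permutation p = 0.0041).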

The observed change in iron accumulation suggests an alteration in mitochondrial function and, to investigate this further, we assessed transcripts of genes that play a role in mitochondrial function. Data from Nanostring analysis indicate that transcripts were downregulated (green) to a greater extent in microglia from female APP/PS1 mice compared with other groups (Figure 4A). 

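Over the 19 mitochondrial genes that the paper's text names, the mean of log2(TMM-scaled count + 1) per mouse was 8.38 ± 0.08 (SD, n = 6) in microglia from female APP/PS1 mice, 8.57 ± 0.03 in female WT mice, 8.44 ± 0.06 in male APP/PS1 mice and 8.60 ± 0.03 in male WT mice. The genotype difference was −0.20 in females and −0.17 in males, and in both sexes all 6 APP/PS1 mice lay below all 6 WT mice (2-sided exact permutation test, p = 0.0022 in each sex, the smallest p that these permutations can give). The female difference minus the male difference was −0.03, which was within the range of permuted sex labels (2-sided exact permutation test, p = 0.51). The study chose these genes on these samples, so the differences are not independent evidence, and the scaling of the list values was chosen after scaled and unscaled results had been seen. With scaling to housekeeping genes, the differences were no longer past the threshold, at −0.03 in females (exact permutation p = 0.50) and −0.06 in males (exact permutation p = 0.11), and the difference between the sexes changed sign to 0.03 (exact permutation p = 0.57). With TMM the 13 housekeeping genes were themselves lower in APP/PS1 mice, by a mean log2 difference of −0.17 in females (exact permutation p = 0.0043) and −0.11 in males (exact permutation p = 0.011), and scaling to them takes this difference out of that of the list. Leaving out the scaling moved the differences most, to −0.52 in females (exact permutation p = 0.0022) and −0.38 in males (exact permutation p = 0.017), and the difference between the sexes was −0.14 (exact permutation p = 0.41). Relative to the median of the 537 other genes, the median log2 fold change of the 19 genes over both sexes was −0.131 with TMM. Scaling shifts the list and the other genes of a sample together, so this value says nothing about the choice of scaling.

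**Figure D2:**
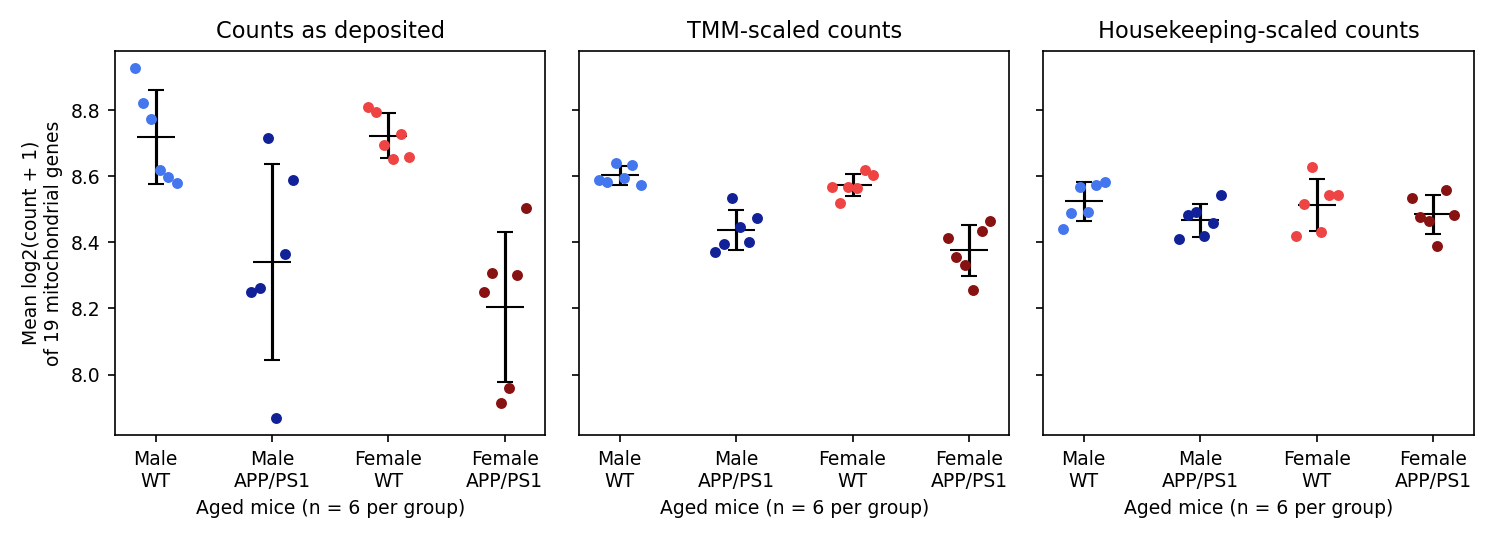
Mean log2(count + 1) of the 19 mitochondrial genes (y axis) in each aged mouse, by sex and genotype (x axis), for the counts as deposited, the TMM-scaled counts and the counts scaled to 13 housekeeping genes. Each point is 1 mouse (n = 6 per group), and bars give the mean and SD. APP/PS1 and WT mice of a sex do not overlap with TMM and overlap with housekeeping scaling, where the female difference is −0.03 and the male difference −0.06.

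In gene set tests against the rest of the panel, camera with a preset correlation of 0.01 gave p = 0.00185 for the 19 genes in females and p = 0.00091 in males, both downward, and p = 0.37 for the interaction (fry, p = 0.51). The calls in females and in males held under fry (p = 3.1e-06 and 2.8e-05) and with an estimated correlation (p = 0.035 and 0.027).
In edgeR, 9 of the 19 genes were called lower in females and 5 in males at an adjusted p under 0.05, and 12 were called lower over both sexes. Adjusted over the list alone, the counts were 9 lower in females, 9 lower and 1 higher in males, and 12 lower and 1 higher over both sexes. Over the whole panel, 128 genes were called higher and 138 lower in female APP/PS1 mice, and 88 higher and 85 lower in male APP/PS1 mice. With no scaling these splits were 42 higher and 250 lower in females and 29 higher and 81 lower in males, and with housekeeping scaling 215 higher and 68 lower in females and 127 higher and 42 lower in males. For the genotype by sex interaction edgeR called 0 genes, with 31 at an unadjusted p under 0.05, and DESeq2 called 0 with 32. In simulated counts with the same samples, edgeR recovered 73.5% of 200 genes given an interaction of 1 on the log2 scale. The interaction estimates of the 19 genes lay between −0.22 and 0.18 with TMM. Sizes below 1 were not simulated, so this rate says nothing about interactions that small. Adjusted over the list alone, edgeR's interaction term called 0 of the 19 genes.
After proposing from the iron staining that mitochondrial function was altered, the paper states from the heat map that these transcripts were downregulated to a greater extent in microglia from female APP/PS1 mice than in the other groups.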

Genotype-related changes were identified in transcripts of genes that code for mitochondrial enzymes like *Dld, Hsd17b4* and *Ndufa10*, or proteins that play a role in maintenance of mitochondrial membrane structure like *Immt*, *Samm50* and *Dnajc11*, or modulate transport like *Slc25a12, Abce1* and *Slc25a17* (Figures 4B–J). 

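The probes for these 9 genes target the transcripts NM_007861.4 (Dld), NM_008292.4 (Hsd17b4), NM_024197.1 (Ndufa10), NM_029673.2 (Immt), NM_178614.4 (Samm50), NM_172704.3 (Dnajc11), NM_172436.3 (Slc25a12), NM_015751.2 (Abce1) and NM_011399.3 (Slc25a17). Over both sexes, edgeR called 6 of the 9 lower in APP/PS1 mice at an adjusted p under 0.05, and DESeq2 called the same number. The log2 fold change was −0.43 (SE 0.08, edgeR adjusted p = 0.00012) for Samm50, −0.35 (SE 0.07, adjusted p = 0.00022) for Immt and −0.33 (SE 0.08, adjusted p = 0.0022) for Dnajc11. Smaller changes were called for Dld (−0.20, edgeR adjusted p = 0.0010), Abce1 (−0.20, adjusted p = 0.0053) and Ndufa10 (−0.12, adjusted p = 0.031). The changes of Slc25a12 (−0.13, edgeR adjusted p = 0.080), Slc25a17 (−0.06, adjusted p = 0.37) and Hsd17b4 (−0.04, adjusted p = 0.63) were not past the threshold. With no scaling all 9 were called lower by edgeR. Scaled to housekeeping genes, Immt, Samm50 and Dnajc11 were called lower, 2 others were lower without a call, and Hsd17b4, Ndufa10, Slc25a12 and Slc25a17 were higher without a call. In microglia from female mice, the counts as deposited of Samm50 were 331 ± 98.0 (SD, n = 6) with APP/PS1 and 588 ± 23.1 with WT, and in male mice 415 ± 127 and 587 ± 72.7. Those of Immt were 420 ± 106 and 702 ± 51.1 in females and 506 ± 125 and 696 ± 85.1 in males. Dnajc11 was the least abundant of the 9, with 80.5 ± 16.2 and 126 ± 18.3 counts in females and 86.2 ± 23.1 and 123 ± 10.7 in males. In female WT mice, 1 sample had an Abce1 count of 514, apart from the other 5, of which the highest had 403.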

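For Dld, Hsd17b4, Ndufa10, Immt, Samm50, Dnajc11, Slc25a12, Abce1 and Slc25a17, the genotype difference averaged over the sexes was also tested by permuting the genotype labels within each sex (2-sided exact permutation test on log2(count + 1)). In the counts as deposited, the difference ran from −0.30 for Hsd17b4 to −0.71 for Samm50, and the exact permutation p from 3.0e-05 for Dnajc11 to 0.0023 for Hsd17b4. In the TMM-scaled counts, 7 of the 9 genes had an exact permutation p under 0.05. The largest differences were those of Samm50 (−0.44) and Immt (−0.36), the lowest exact permutation p was 4.7e-06 for Immt, and Hsd17b4 (−0.04, exact permutation p = 0.57) and Slc25a17 (−0.06, exact permutation p = 0.22) did not pass. In the counts scaled to housekeeping genes, 3 of the 9 genes passed. The methods' 2-way analysis on the counts as deposited called all 9 genes at an unadjusted p under 0.05, and all 9 after Benjamini-Hochberg adjustment over the 779 probes.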

Analysis revealed a significant main effect of genotype (*p* < 0.01 for *Hsd17b4, Immt, Abce1*, and *Slc25a17; p* < 0.001 for all others; 2 way ANOVA). 

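In female mice, the counts as deposited of Dld were 508 ± 73.8 (SD, n = 6) with APP/PS1 and 738 ± 75.1 with WT, and in male mice 557 ± 127 and 723 ± 124. For Hsd17b4 they were 285 ± 32.0 and 393 ± 50.5 in females and 338 ± 68.0 and 370 ± 40.9 in males, and for Slc25a12 165 ± 14.5 and 231 ± 17.3 in females and 192 ± 38.6 and 235 ± 39.1 in males. Without scaling, each of these genes was lower in female APP/PS1 mice (2-sided exact permutation test, p = 0.0022 for each), and in males the exact permutation p was 0.0498 for Dld, which is also past the threshold, 0.28 for Hsd17b4 and 0.082 for Slc25a12. With TMM scaling, edgeR called Dld lower in females (log2 fold change −0.22, SE 0.07, adjusted p = 0.011) and in males (−0.18, SE 0.06, adjusted p = 0.04997), in each of which all 6 APP/PS1 mice lay below the WT mean. Hsd17b4 had a log2 fold change of −0.15 in females (SE 0.09, edgeR adjusted p = 0.19) and 0.07 in males (SE 0.09, adjusted p = 0.59), and Slc25a12 of −0.17 (SE 0.08, adjusted p = 0.12) and −0.08 (SE 0.08, adjusted p = 0.48). The difference between the sexes was tested itself. By permuting the sex labels within each genotype, it was −0.04 for Dld (2-sided exact permutation p = 0.58), −0.21 for Hsd17b4 (exact permutation p = 0.10) and −0.08 for Slc25a12 (exact permutation p = 0.48), and for none of Ndufa10, Immt, Samm50, Dnajc11, Abce1 and Slc25a17 was the exact permutation p under 0.05. Of the 9 genes edgeR called 4 lower in females (Dld, Immt, Samm50 and Dnajc11) and 2 in males (Dld and Samm50). With housekeeping scaling it called 2 in females (Immt and Samm50) and 0 in males. Under that scaling Hsd17b4, Slc25a12, Ndufa10 and Slc25a17 changed sign in females, to log2 differences of 0.03, 0.003, 0.06 and 0.15. Of these only Slc25a17 had an exact permutation p under 0.05 (0.039). In males Slc25a12 and Slc25a17 changed sign, to 0.02 and 0.007. With no scaling edgeR called 8 in females, all but Slc25a17, and 1 in males (Dnajc11), and Hsd17b4 was lower in males without a call. The methods' 2-way analysis with Tukey's comparisons on the counts as deposited called 8 of the 9 lower in females, all but Slc25a17, and 5 in males (Ndufa10, Immt, Samm50, Dnajc11 and Abce1). After Benjamini-Hochberg adjustment over the panel it called 8 in females and 0 in males. Tukey's p are already adjusted over the pairs of groups, so this adjusts them again, which the paper's methods do not describe. A call in 1 sex alone does not show a difference between the sexes.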

*Post hoc* analysis indicated sex-specific significant decreases in *Dld, Hsd17b4*, and *Slc25a12* (*p < 0.05; ^**^p < 0.01) in cells from female APP/PS1 mice compared with WT mice and significant genotype-related decreases in other transcripts in both males and females (*p < 0.05; ^**^p < 0.01). Analysis of other changes (Figure 5) identified a genotype-related downregulation of transcripts that code for mitochondrial enzymes *Pdha1, Dlat, Gls, Hk1, Por, Acadsb* (*p* < 0.001) and genes that code for mitochondrial transport and stability like *Opa1, Slc25a4* (*p* < 0.001), *Jun* (*p* < 0.01) and *Por* (*p* < 0.05). 

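Over both sexes, edgeR called Hk1 (log2 fold change −0.49, SE 0.10, edgeR adjusted p = 0.00047) and Pdha1 (−0.30, SE 0.05, adjusted p = 3.0e-05) lower in APP/PS1 mice. Both genes were called lower under every scaling run (TMM, none, total count, panel median, housekeeping genes and DESeq2's size factors). Por (−0.24, edgeR adjusted p = 0.017), Dlat (−0.18, adjusted p = 0.0088) and Jun (−0.17, adjusted p = 0.023) were called with TMM and not with housekeeping or panel median scaling. Opa1 (−0.03, edgeR adjusted p = 0.68) and Slc25a4 (0.03, adjusted p = 0.58) were not called with TMM, were called lower with no scaling, and Slc25a4 was called higher with housekeeping and panel median scaling. Acadsb had a log2 fold change of 0.14 (SE 0.06, edgeR adjusted p = 0.054), was called higher with housekeeping and panel median scaling, and was lower without a call with no scaling. In female mice the counts as deposited of Acadsb were 256 ± 27.6 (SD, n = 6) with APP/PS1 and 303 ± 42.2 with WT, and in males 290 ± 40.3 and 293 ± 39.1. In male APP/PS1 mice, 1 sample had an Slc25a4 count of 639, apart from the other 5, of which the lowest had 975. This sample also had the lowest total count of the aged mice. The methods' 2-way analysis on the counts as deposited called Pdha1, Dlat, Hk1, Por, Opa1, Slc25a4 and Jun lower at an unadjusted p under 0.05 and after Benjamini-Hochberg adjustment, and did not call Acadsb.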

*Post hoc* analysis revealed significant genotype-related differences in male APP/PS1 mice compared with male WT mice and female APP/PS1 mice compared with female WT mice (*p < 0.05; ^**^p < 0.01; ^***^p < 0.001). In contrast to other transcripts which were downregulated or showed no change, *Acadm* was upregulated with evidence of a significant main effect of genotype (*p* < 0.05) and a significant difference between female APP/PS1 mice compared with female WT mice (*p < 0.05).

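With TMM scaling, edgeR called Pdha1, Dlat, Hk1 and Jun lower in female APP/PS1 mice and Pdha1 and Hk1 lower in male APP/PS1 mice. For Pdha1 the log2 fold change was −0.25 in females (SE 0.07, edgeR adjusted p = 0.0066) and −0.35 in males (SE 0.07, adjusted p = 0.0022), with all 6 APP/PS1 mice of each sex below the WT mean. Jun changed by −0.28 in females (edgeR adjusted p = 0.014) and −0.06 in males (adjusted p = 0.62), and the difference between the sexes was not past the threshold (2-sided exact permutation test, p = 0.12). For Slc25a4, which rose by 0.12 in females and fell by 0.06 in males, the exact permutation p of the difference between the sexes was 0.022, and 0.42 when adjusted over the list alone. With no scaling, Slc25a4 was lower in both sexes, and with housekeeping scaling higher in both. With housekeeping scaling edgeR called none of Pdha1, Dlat, Hk1 and Jun lower in females and Pdha1 but not Hk1 lower in males, called Acadsb higher in both sexes and Slc25a4 higher in females, and the change of Jun in males turned positive without a call. With no scaling it called Pdha1, Dlat, Hk1, Por and Jun lower in females and Pdha1 and Hk1 lower in males. Pdha1, Dlat, Hk1, Por, Acadsb and Opa1 had an exact permutation p for that difference between 0.217 (Pdha1) and 0.97 (Hk1). The methods' 2-way analysis with Tukey's comparisons on the counts as deposited called Pdha1, Dlat, Hk1, Opa1 and Jun lower in females and Pdha1, Dlat, Hk1, Por and Opa1 lower in males. After Benjamini-Hochberg adjustment on top of Tukey's it called Pdha1, Dlat, Hk1 and Jun in females and none of these genes in males.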

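In the counts as deposited, Acadm (transcript NM_007382.5) was at 218 ± 32.1 (SD, n = 6) in female APP/PS1 mice and 271 ± 25.4 in female WT mice, and at 247 ± 40.8 in male APP/PS1 mice and 268 ± 37.1 in male WT mice. The unscaled log2 difference was −0.33 in females (2-sided exact permutation test, p = 0.011) and −0.13 in males (exact permutation p = 0.36). Its direction depended on the scaling. With TMM, the log2 fold change was −0.0035 in females (SE 0.08, edgeR adjusted p = 0.98), 0.08 in males (SE 0.08, adjusted p = 0.47) and 0.04 over both sexes (SE 0.06, adjusted p = 0.60). Scaled to housekeeping genes, the difference over both sexes was 0.18 (exact permutation p = 0.0090), and it was 0.16 in females (exact permutation p = 0.097) and 0.20 in males (exact permutation p = 0.056). The difference between the sexes was −0.09 with TMM (exact permutation p = 0.40). The methods' 2-way analysis on the counts as deposited called Acadm lower over both sexes at an unadjusted p under 0.05 and in neither sex alone.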

**FIGURE 4:**
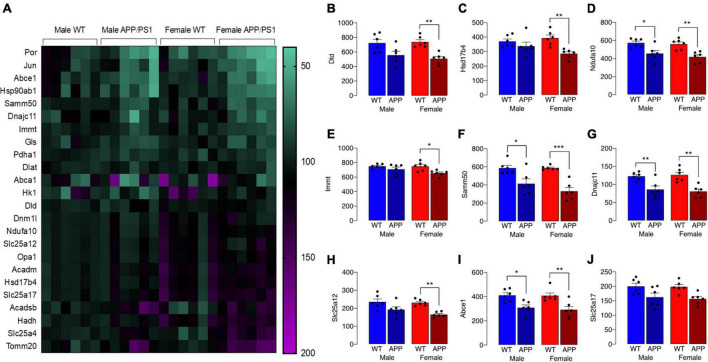
Downregulation of some gene transcripts that code for mitochondrial proteins is sex-specific. **(A)** The heat map of data from Nanostring analysis indicates that transcripts of genes coding for mitochondrial proteins were downregulated (depicted in green) to a greater extent in microglia from female APP/PS1 mice compared with other groups, whereas there was little evidence of marked upregulation (depicted in pink/purple) of genes. **(B–J)** A significant main effect of genotype (*p* < 0.01 for *Hsd17b4, Immt, Abce1*, and *Slc25a17; p* < 0.001 for all others; 2 way ANOVA) was identified and *post hoc* analysis indicated that there were significant decreases in most transcripts in cells from female APP/PS1 mice compared with female WT mice (*p < 0.05; **p < 0.01; ***p < 0.001) and significant decreases in *Ndfua10, Samm50, Dnajc11*, and *Abce1* in cells from male APP/PS1 mice compared with male WT mice (*p < 0.05; **p < 0.01). Data are expressed as the mean ± SEM (*n* = 6).

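Of the 24 genes that the text and the labels of Figs. 4 and 5 name together, edgeR with TMM called 13 lower and 2 higher (Hadh and Tomm20) over both sexes of aged APP/PS1 mice. With no scaling it called 19 lower and 0 higher, with DESeq2's size factors DESeq2 called 14 lower and 1 higher, and with housekeeping scaling edgeR called 6 lower and 5 higher (Acadm, Slc25a4, Acadsb, Hadh and Tomm20). At an unadjusted p under 0.05, the methods' 2-way analysis on the counts as deposited called 20 lower and 0 higher. Hsp90ab1, a label of Fig. 4A, had a log2 fold change of −0.14 (SE 0.06, edgeR adjusted p = 0.079), and 1 female APP/PS1 sample with 2411 counts lay apart from the other 5, of which the highest had 1909. Over the whole panel edgeR called 182 genes higher and 175 lower over both sexes, with 66 higher and 296 lower with no scaling and 283 higher and 97 lower with housekeeping scaling. Another list of 16 mitochondrial genes, taken by the prefixes of their symbols and not by their change, shared 7 genes with the 19 of the text. Its mean differed by −0.04 in females (2-sided exact permutation test, p = 0.20) and by −0.06 in males (exact permutation p = 0.089) with TMM scaling. With no scaling it differed by −0.36 in females (exact permutation p = 0.0022) and by −0.27 in males (exact permutation p = 0.063), and with panel median scaling by 0.07 (exact permutation p = 0.080) and 0.04 (exact permutation p = 0.33).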

**FIGURE 5:**
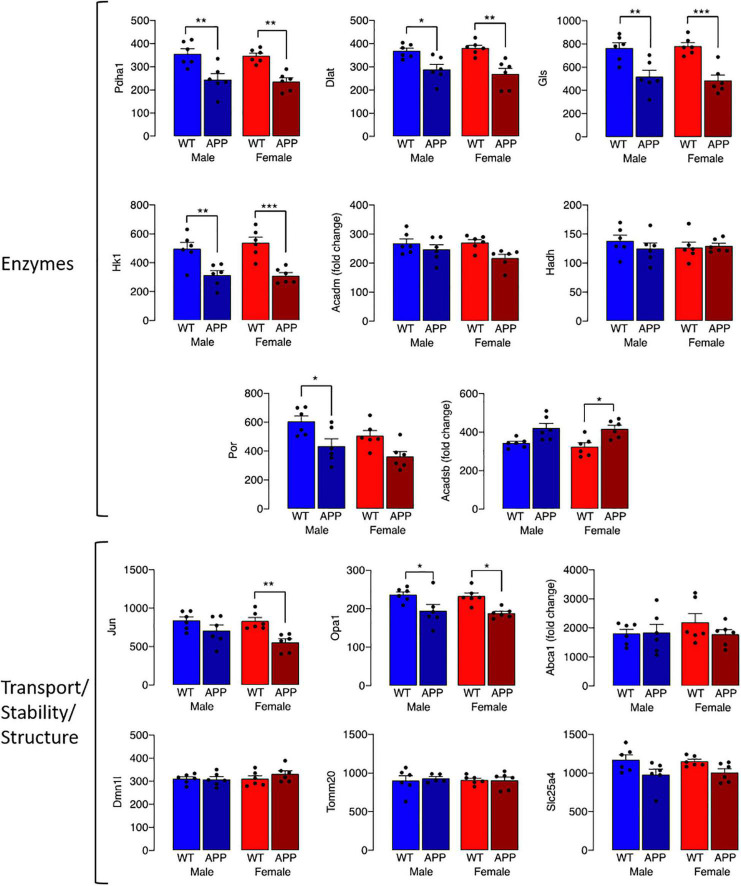
Genotype-related changes in gene transcripts that code for mitochondrial proteins. Genotype-related changes were identified in transcripts of genes that code for mitochondrial enzymes, *Pdha1, Dlat, Gls, Hk1, Por, Acadsb* (*p* < 0.001), *Acadm* (*p* < 0.05) and genes that code for mitochondrial transport and stability like *Opa1, Slc25a4* (*p* < 0.001), *Jun* (*p* < 0.01) and *Por* (*p* < 0.05). *Post hoc* analysis revealed significant genotype-related differences in male APP/PS1 mice compared with male WT mice and female APP/PS1 mice compared with female WT mice (*p < 0.05; **p < 0.01; ***p < 0.001). Data are expressed as the mean ± SEM (*n* = 6).

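The remaining panels show Abca1, Dnm1l, Hadh and Tomm20. Over both sexes of aged mice, edgeR with TMM called Tomm20 (log2 fold change 0.22, SE 0.06, adjusted p = 0.0075) and Hadh (0.20, SE 0.08, adjusted p = 0.044) higher and Dnm1l (−0.16, SE 0.06, adjusted p = 0.036) lower in APP/PS1 mice, and did not call Abca1 (0.11, SE 0.14, adjusted p = 0.54). In females the log2 fold change was 0.31 for Tomm20 (edgeR adjusted p = 0.012) and 0.35 for Hadh (adjusted p = 0.021), each higher than the WT mean in all 6 APP/PS1 mice, and in males it was 0.13 (adjusted p = 0.30) and 0.06 (adjusted p = 0.77). With housekeeping scaling both were called higher in females as well, and with no scaling neither was called in a sex, with Tomm20 lower in both sexes and Hadh lower in males. The difference between the sexes was not past the threshold for Tomm20 (2-sided exact permutation test, p = 0.22) or Hadh (exact permutation p = 0.074). In the counts as deposited the differences of both genes over both sexes were near 0, −0.05 for Tomm20 (exact permutation p = 0.64) and −0.05 for Hadh (exact permutation p = 0.58), while Dnm1l was lower by −0.43 (exact permutation p = 0.00060). With housekeeping scaling Dnm1l was not called. The counts of Tomm20 were 904 ± 108 (SD, n = 6) in female APP/PS1 mice, 910 ± 56.8 in female WT mice, 861 ± 176 in male APP/PS1 mice and 901 ± 156 in male WT mice, and 1 male APP/PS1 sample with 516 lay apart from the other 5, of which the lowest had 876.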

Mitochondrial dysfunction is associated with cell senescence, one marker of which is P16 (Chapman et al., 2019). Analysis of P16 accumulation indicated a marked increase in P16 in Iba1^+^ microglia in cortical sections from female APP/PS1 mice compared with the other groups (Figures 6A,B), with a significant genotype x sex interaction (*p* < 0.05) and significantly more P16 in microglia from APP/PS1 mice compared with WT mice (^***^p < 0.001; Figure 6C) for males and females. The data also show that P16 accumulation in Iba1^+^ cells in cortical sections from female APP/PS1 mice was significantly greater than male APP/PS1 mice (§§ *p* < 0.01), which is consistent with the apparently greater mitochondrial disruption in microglia from these mice. Assessment of lipofuscin accumulation in Iba1^+^ microglia revealed significant main effects of genotype (*p* < 0.001) and sex (*p* < 0.05; Figures 6D,E) and *post hoc* analysis reflected changes that resembled those in P16. Thus there was significantly greater lipofuscin staining in microglia in sections from female APP/PS1 mice compared with female WT mice (^***^p < 0.001; Figure 6F) and in microglia from female APP/PS1 mice compared with male APP/PS1 mice (§§ *p* < 0.01).

**FIGURE 6:**
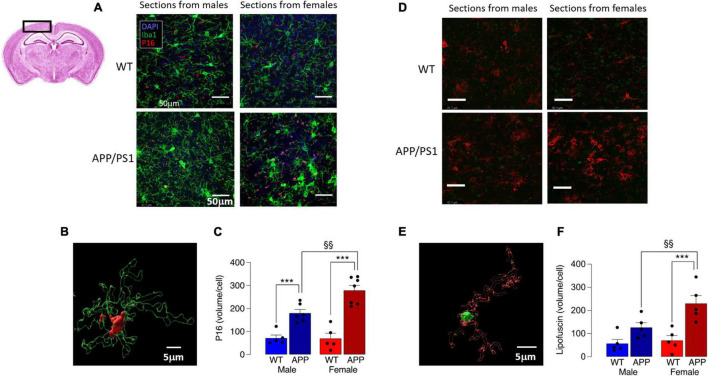
Increased P16 accumulation in microglia from female APP/PS1 mice suggests sex-related cell senescence. **(A)** Staining of sections of cortical tissue (see inset) with P16 indicates that accumulation of this marker of cell senescence was greater in Iba1^+^ microglia from female APP/PS1 mice compared with cells from other groups. **(B)** A 3D image, was created using the surface tool in Imaris, for the Iba1 and P16 identifies intracellular P16 and permits calculation of P16 volume within microglia. **(C)** A significant genotype x sex interaction was observed (*p* < 0.05) and *post hoc* analysis indicated that there was a significantly greater P16 accumulation (expressed as μm^3^ corrected for cell number) in microglia in sections from male and female APP/PS1 mice compared with their WT counterparts (***p < 0.001) and significantly greater accumulation in cells from female APP/PS1 mice compared with male APP/PS1 mice (§§ *p* < 0.01). **(D)** Lipofuscin accumulation in sections of cortex was greater in Iba1^+^ microglia from female APP/PS1 mice compared with the other groups. **(E)** A 3D image identifies lipofuscin accumulation (autofluorescence at excitation 488 nm) in an Iba1^+^ microglial cell. **(F)** Significant effect of genotype (*p* < 0.001) and sex (*p* < 0.05) interaction was observed and *post hoc* analysis indicated that lipofuscin accumulation was significantly greater in microglia from female APP/PS1 mice compared with female WT mice (***p < 0.001) and male APP/PS1 mice (§§ *p* < 0.01). Data are the means ± SEM of cells (4 replicates) prepared from 5 mice.

Increased production of ROS also accompanies disruption in mitochondrial dysfunction and, here, this was assessed by staining isolated microglia with the fluorescent probe, *CellROX*™. A significant genotype x sex interaction was found (*p* < 0.05; Figures 7A,B) and *post hoc* analysis indicated that there was a significantly greater accumulation of ROS in cells prepared from female APP/PS1 mice compared with female WT mice (§ *p* < 0.05; Figure 7B), whereas no genotype-related change was observed in cells prepared from male mice.

**FIGURE 7:**
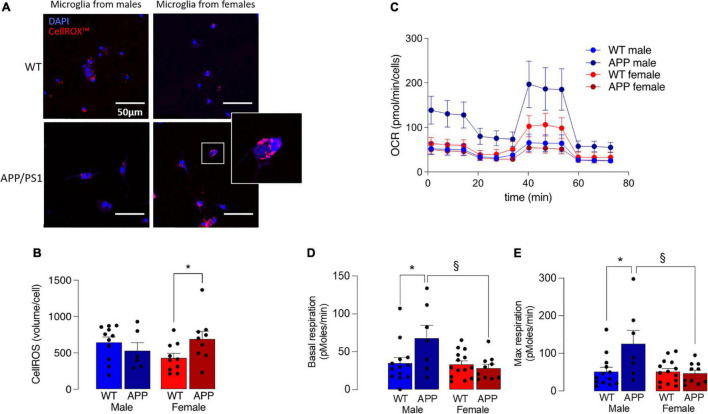
Mitochondrial disruption is more marked in microglia from female APP/PS1 mice. **(A)** Microglial staining with the fluorescent probe, CellROX™ is more marked in cells from female APP/PS1 mice compared with cells from other groups. **(B)** A significant genotype x sex interaction in CellROX™ was observed (*p* < 0.05) and *post hoc* analysis indicated that there was a significantly greater accumulation in cells from female APP/PS1 mice compared with female WT mice (*p < 0.05). Data are the means ± SEM of cells (4 or 5 replicates) prepared from 6 to 11 mice. **(C)** Mitochondrial metabolism, assessed by monitoring OCR over time, indicated increased metabolism in cells from male APP/PS1 mice compared with cells from the other 3 groups. **(D,E)** A significant main effect of sex was observed in basal respiration and maximal respiration (*p* < 0.05). *Post hoc* analysis indicated that basal and maximal respiration were significantly increased in microglia from male WT mice compared with male APP/PS1 mice (*p < 0.01) and significantly decreased in microglia from female APP/PS1 mice compared with male APP/PS1 mice (§ *p* < 0.01). Data are the means ± SEM of analysis from between 9 and 35 cell preparations obtained from 2 to 7 mice.

Microglia that produce inflammatory cytokines are glycolytic (Rubio-Araiz et al., 2018; McIntosh et al., 2019; Mela et al., 2020), opening the possibility that mitochondrial metabolism may also be affected. To directly assess this, we measured OCR in microglia isolated from the 4 groups of mice and show that it was decreased in microglia from female mice (Figure 7C), and significantly decreased in female APP/PS1 mice compared with male APP/PS1 mice (*p* < 0.01) and significantly decreased in male WT mice compared with male APP/PS1 mice (*p* < 0.01). A significant genotype x sex interaction was observed in basal and maximal respiration (*p* < 0.05) and *post hoc* analysis indicated that both measures were significantly increased in microglia from male WT mice compared with male APP/PS1 mice (*p < 0.01; Figures 7D,E) and significantly decreased in microglia from female APP/PS1 mice compared with male APP/PS1 mice (§ *p* < 0.01).

## Discussion

The key finding here is that there is a sex-dependent disruption in microglia in AD with evidence of cell dystrophy and senescence, associated with accumulation of iron and lipofuscin; these data cumulatively point to mitochondrial dysfunction, particularly in females. These findings are backed up by evidence from APP/PS1 mice in which the sex-related difference in iron accumulation is accompanied by evidence of ROS production and altered mitochondrial metabolism.

It has been known for almost 2 decades that microglial dystrophy, typified by beaded and discontinuous processes is a characteristic of the aged and Alzheimer brain (Streit, 2004). Here, we report a sex-related dimension with evidence of greater fragmented, beaded processes in tissue from female AD patients compared with males. There was also an increase in the number of rod-shaped microglia in tissue from female AD patients, paralleling previous similar observations in female APP/PS1 mice (Guillot-Sestier et al., 2021). Consistently, staining of P16, which identifies senescent cells, was also greater in tissue from female AD patients compared with males.

Iron accumulation, which is a feature particularly of dystrophic microglia (Lopes et al., 2008) is a characteristic of the AD brain (Bulk et al., 2018). It has been reported that it closely correlates with amyloid pathology (van Duijn et al., 2017), infiltrates Aβ-containing plaques (Kenkhuis et al., 2021) and contributes to amyloidosis (Bush, 2003) while iron^+^ cells cluster around Aβ plaques in tissue from AD patients (Meadowcroft et al., 2015), as they do in tissue from APP/PS1 mice (McIntosh et al., 2019). The present findings add to this evidence. First, we show that iron accumulation was clearly greater in Iba1^+^ microglia in sections from AD patients compared with controls and it was particularly marked in spheroidal swellings. Secondly, we demonstrate that there were significantly more iron^+^ Iba1^+^ cells in tissue from female AD patients compared with males and the same was the case in the animal model where the proportion of iron^+^ Iba1^+^ cells was increased in sections prepared from female APP/PS1 mice compared with male APP/PS1 mice. Iron distribution across cells is modulated by expression of import and export proteins, primarily divalent metal transporter1 and the export protein, ferroportin, and also storage proteins like ferritin (Song et al., 2010; Soares and Hamza, 2016). While this has not been assessed here, our previous data have indicated that iron retention is coupled with decreased ferroportin and increased ferritin which occur in the brain of APP/PS1 mice (Holland et al., 2018; McIntosh et al., 2019). However, other factors may also contribute to iron accumulation including increased blood brain permeability and inflammatory mediators (Ward et al., 2014) which have been reported in APP/PS1 mice (Minogue et al., 2014).

Mitochondrial function is closely associated with iron handling by cells (Ndayisaba et al., 2019) and it has been shown that microglia in aged animals accumulate lipofuscin, which comprises cross-linked proteins and lipids resulting from incomplete lysosomal digestion (Sierra et al., 2007). We now report a sex-related difference in lipofuscin accumulation in sections of cortex from AD patients compared with controls and a similar sex-related difference was observed in P16, both of which point to cell senescence. We further show that greater iron accumulation was increased in Iba1^+^ microglia in tissue from female AD patients. Therefore while staining for these 3 markers is similarly increased in females, we were unable to co-stain lipofuscin with Iba1 or P16 with Iba1, and therefore we cannot confirm that these changes were confined to microglia. However, similar links between P16 staining, lipofuscin accumulation and iron accumulation were observed in tissue from APP/PS1 mice and, in this case, the staining was assessed in Iba1^+^ cells, establishing that the changes were more marked specifically in microglia from female APP/PS1 mice compared with males. Together these data provide compelling evidence of greater tissue, and specifically microglial, senescence in female AD patients compared with males that is paralleled by changes in APP/PS1 mice.

We have previously shown that iron accumulation in microglia triggers the cells to produce inflammatory cytokines (Holland et al., 2018; McIntosh et al., 2019), which is confirmed here and extended to reveal a sex-related dimension. Specifically, the increased mRNA expression of IL-1β, TNFα and IL-6 are specifically identified in microglia from female APP/PS1 mice while there are minimal genotype-related changes in cells from male APP/PS1 mice, supporting previous data that demonstrated a preferential increase in markers of microglial activation in 9 month-old APP/PS1 female mice (Gallagher et al., 2013). In a previous study we used Nanostring technology to assess sex-related changes in expression of genes that have been used to describe so-called disease-associated microglia and activated response microglia (Keren-Shaul et al., 2017; Sala Frigerio et al., 2019), many of which reflect neuroinflammation/upregulated immune function. We reported that expression of several of these genes were particularly increased in microglia from female APP/PS1 mice, as were changes in genes that code for proteins involved in oxidative stress (Guillot-Sestier et al., 2021). These findings are also consistent with the sex bias in upregulation of genes that reflect inflammation and NFκB activation (Guillot-Sestier et al., 2021). Interestingly, single nucleus RNA sequencing has identified AD-related sex differences with evidence that genes reflecting microglial activation were enhanced in samples from females compared with males (Mathys et al., 2019) while transcriptomic analysis indicated that the age-related upregulation in microglia-specific genes that are indicative of inflammation occurs earlier in female, compared with male, mice (Mangold et al., 2017). At this point, there is widespread agreement that altered microglial profile is one of several changes in AD and models of AD that drives pathology (Leng and Edison, 2021) and, although the mechanism involved is not clear, this viewpoint is being consolidated by the accumulating evidence and points to sex-specific differences.

In the past few years, it has become clear that macrophages (Kelly and O’Neill, 2015) and microglia (McIntosh et al., 2019; Mela et al., 2020) which produce inflammatory molecules, become glycolytic. This is the case in microglia isolated from APP/PS1 mice and our recent work revealed that the shift toward glycolysis is significantly greater in microglia from female APP/PS1 mice compared with males, negatively impacting on microglial function (Guillot-Sestier et al., 2021). Metabolic disturbance in microglia from AD patients has also been demonstrated in a recent proteomic study which reported changes that are consistent with increased glycolysis (Johnson et al., 2020).

Mitochondrial dysfunction in AD is well documented (Wang et al., 2020) and decreased expression of proteins involved in oxidative metabolism has been reported in the brains of AD patients (Minjarez et al., 2016). Mitochondrial damage has also been reported in microglia in APP/PS1 mice and the accompanying defective mitophagy was associated with reduced clearance of Aβ and with increased production of inflammatory cytokines (Fang et al., 2019). The evidence from the present study also points to mitochondrial disruption in microglia from APP/PS1 mice and specifically shows a sex-related decrease in genes that code for mitochondrial proteins including enzymes like *Hsd17b4* and *Ndufa10*, transporters like *Slc25a12* and *Abce1*, and proteins involved in mitochondrial membrane architecture like *Opa1* and *Samm50* and *Immt*. This was paralleled by a sex-related difference in oxidative metabolism such that OCR was decreased particularly in microglia from female APP/PS1 mice. Interestingly, microglial metabolism, and specifically ATP production, was decreased in microglia from *TREM2*^–/–^ 5 × FAD mice although sex-related differences were not assessed (Ulland et al., 2017) and this finding is largely consistent with the present data.

Oxidative metabolism impacts on cell function and, in the present context, it is important to note that strategies which reduce oxidative phosphorylation decrease Aβ phagocytosis in 5 × FAD mice while strategies that increase it have the opposite effect (Pan et al., 2019). The present observation that oxidative metabolism is compromised microglia from female APP/PS1 mice together with our previous result indicating a shift toward glycolysis in these cells, provide a plausible explanation for the decrease in phagocytosis in microglia of APP/PS1 mice, particularly females, contributing to the sex-related increase in amyloidosis (Gallagher et al., 2013; Guillot-Sestier et al., 2021).

Disruption in mitochondrial function in microglia is associated with several changes including ROS production (Simpson and Oliver, 2020) and cell senescence (Chapman et al., 2019). A further indication of a sex-specific alteration in mitochondrial function is identified here since ROS was specifically increased in microglia from female APP/PS1 mice compared with WT whereas there was no genotype-related change in males, while P16 accumulation, which increases as early as 4 months of age in hippocampus of the MAPT P301S PS19 mouse model of tau-dependent neurodegenerative disease (Bussian et al., 2018), was also increased to a greater extent in microglia from female APP/PS1 mice compared with males.

To date, research has focused to a significant extent on assessing disease-related mitochondrial function in neurons (Fang et al., 2019; de la Fuente-Munoz et al., 2020; Messina et al., 2020), with limited direct analysis of changes in mitochondrial function in microglia. Therefore these data are important because they provide some explanation for the compromised microglial function that occurs with age in these mice (Guillot-Sestier et al., 2021).

Why sex-related differences in microglial phenotype exist in AD and APP/PS1 mice remains unclear but factors that are likely contributors include sex hormones, microRNA, chromosomal make-up and blood brain barrier permeability (Weber and Clyne, 2021; Lynch, 2022). For instance, neuromodulatory effects of estrogens have been described (Acosta-Martinez, 2020) and microRNAs, which also modulate immune networks, (Kodama et al., 2020) exhibit sex-related differences.

Genetic, hormonal and psychosocial factors are among those proposed as potential explanations for the sexual dimorphic nature of AD but the potential contribution of a shift in microglial phenotype to one that leads to production of inflammatory mediators is also being considered (Fisher et al., 2018). The evidence presented highlights marked sex-related differences in microglia in AD and in a model of the disease consistent with the growing evidence that microglial dyshomeostasis is a significant driver of pathology and may be a key factor in understanding the risk that sex poses in AD.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), https://www.ncbi.nlm.nih.gov/geo/, GSE203202.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Faculty of Health Sciences Research Ethics Committee, Trinity College Dublin, Ireland. The Ethics Committee waived the requirement of written informed consent for participation.

## Author Contributions

EO’N, VM, AG, SB, AMcG, AW, and AMcI undertook experiments and analyzed data. ML designed and supervised the work. EO’N, VM, SB, and ML participated in preparing the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

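Gene transcripts were counted in microglia from WT and APP/PS1 mice of both sexes with the nCounter Mouse Glial Profiling Panel. The authors isolated the cells with CD11b microbeads, hybridized unamplified RNA overnight, read it on an nCounter MAX system and processed it with nSolver software. The deposited table holds counts, 1 whole number per probe and sample, for 779 probes and 36 samples with a lowest value of 1 in every sample. The authors describe a normalization with control probes and the geometric mean of housekeeping genes, and the counts as deposited were checked for it: all small whole numbers occur, and 13 genes commonly used as housekeeping genes range from 127 to 278 counts in geometric mean between samples (2.19 times). The values were therefore analysed as unscaled counts, with the test that had been set for that case. The 13 genes (Aars, Asb10, Ccdc127, Cnot10, Csnk2a2, Fam104a, Gusb, Lars, Mto1, Supt7l, Tada2b, Tbp and Xpnpep1) were chosen from general knowledge after the gene names had been seen, since the paper's text names none. Gene symbols came from the RefSeq gene table of the assembly GRCm38.p6 (767 of 779 probes, 521 of them with the same transcript version). The other 12 probes stayed in the tests without a symbol, and no coordinates were used.

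The total count per sample lay between 912001 and 1944021. Of the 779 probes, 556 had a mean of at least 20 counts over the aged samples and 419 a mean of at least 100. Replicates differed by more than counting noise: over 73 pairs of samples of a group, the lowest chi-square per degree of freedom was 7.15. Samples were grouped by age, genotype and sex as labelled. The 24 aged samples (6 per group) gave the genotype effect over both sexes and within each sex, the sex effects within genotypes, and the genotype by sex interaction. The 12 young samples (2 to 4 per group) gave the young genotype effect, and all 36 the genotype by age interaction and the age effect in WT mice. The labels give 18 months for the aged and 5 or 6 months for the young mice.

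Genes were tested in R 4.3.3 with edgeR 4.0.16 (TMM scaling, quasi-likelihood test, 1 mean per group, no filter) and Benjamini-Hochberg adjustment over all 779 probes at 0.05. Standard errors are the log2 fold change over the root of its F value. In tests on simulated data with the same groups, in which 200 of 779 genes changed by 1 on the log2 scale, edgeR recovered 93.5% of them for the aged genotype effect, 83.5% in females, 85.5% in males, 73.5% for the genotype by sex interaction and 80.5% for the genotype by age interaction, with between 1.2% and 5.4% false calls over all comparisons. The simulated rises and falls were equal in number, without a shift of the whole panel. These rates therefore say nothing about smaller changes or about the choice of scaling. Single genes and gene lists were tested with 2-sided exact permutation tests on log2(count + 1), of genotype labels within a sex, or of sex labels within a genotype for the interaction (853776 regroupings). For a list, the mean over its genes in each mouse was tested. The plan set log2(count + 1) without scaling for lists, and TMM scaling was added to it after both results had been seen. Lists were also tested with camera (preset correlation 0.01, and estimated) and fry in limma 3.58.1. DESeq2 1.42.0 was run beside edgeR. The methods' 2-way analysis with Tukey's comparisons was run on the counts as deposited. Where its comparisons of 2 groups are given after Benjamini-Hochberg adjustment, that came on top of Tukey's own adjustment over the pairs of groups. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for permutations and figures.

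The named genes are all genes of the paper's text and of the labels of Figs. 4 and 5, genes that its Discussion names, App, and for each comparison up to 5 called genes with the largest rises and 5 with the largest falls among those with a mean of at least 20 counts in a group compared. Besides the 19 genes of the text, lists of homeostatic and disease-associated microglial genes, of astrocyte, oligodendrocyte, neuron and endothelial genes, and of mitochondrial genes by symbol prefix were written before the data were examined, as were the comparisons and the first set of alternatives: panel median scaling, quantile normalization, filters at means of 20 and 100, a pseudocount of 20, robust moderation, sample weights, runs of 12 or 6 sample numbers as blocks, the samples in the fit, the methods' 2-way analysis, and leaving out each sample. Written for limma, some of these were carried over to edgeR, with sample weights in limma's voom, and quantile normalization and the pseudocount in limma. Analyses with no scaling, total count scaling, housekeeping scaling, DESeq2, and limma on unscaled counts were added after the values had been seen. Single genes and lists other than the 19 genes were counted as reversed only where they changed sign and were past the threshold under either setting, whereas each change of sign of the 19-gene list was reported. Bars of figures were read by eye. A list of other myeloid cells (1 gene in the table) and a list of sex-linked genes (0 genes in the table) were too short to test. Some items that the rule covers are not reported here.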

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

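The tests of other splits for the age comparisons and the sex effects, and all tests with no scaling, total count or housekeeping scaling and DESeq2, were chosen only after the results had been seen.

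In 6 of 115 groups tested, 1 sample lay far from the others, where chance alone gives about 1 in 20 groups. Replicate 22 of the aged male APP/PS1 mice had a total of 952600 counts (next lowest 1491000), and in the same sample Slc25a4 (639 counts, next 975) and Tomm20 (516 counts, next 876) were also low. The counts of both genes were unscaled, so the lower depth of this sample stays open as a technical explanation, and no biological explanation was tested. Without this sample, the count of genes called between female and male APP/PS1 mice went from 5 to 0. The others were an Hsp90ab1 count of 2411 in replicate 36 of the aged female APP/PS1 mice (next 1909), an Abce1 count of 514 in replicate 5 of the aged female WT mice (next 403), and a geometric mean of 261.8 for the 13 housekeeping genes in replicate 8 of the young female APP/PS1 mice (next 221.8). For these no explanation was tested.

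A difference between groups was seen by age. The genotype effect of aged mice differed from that of young mice for 137 genes in edgeR (55 higher, 82 lower; 18 higher and 147 lower with no scaling, 84 higher and 37 lower with housekeeping scaling; DESeq2, 161). The largest falls were those of Ifit3 (−2.25), Il1b (−1.858), Ifit1 (−1.829), C4a (−1.439) and a probe for NM_010846.1 whose symbol was not found (−1.381), and the largest rises those of Cst7 (3.228), Slpi (2.417), Vegfa (1.905), Ank (1.852) and Apoe (1.802), on the log2 scale. None of these changed sign under an alternative past the threshold. Cst7 had 7613 ± 1732 counts (SD, n = 6) in aged female APP/PS1 mice, 987 ± 408 in aged female WT mice, 652 ± 519 (n = 4) in young female APP/PS1 mice and 671 ± 261 (n = 3) in young female WT mice. In males it had 3802 ± 4088 counts in aged APP/PS1 mice, with an SD larger than the mean, 497 ± 187 in aged WT mice, 517 ± 151 (n = 2) in young APP/PS1 mice and 423 ± 272 (n = 3) in young WT mice. Of 100 splits of age drawn, 1, the real one, gave as many genes, so chance can be excluded. The count rests on few young mice: without replicate 2 or 14 of the young male APP/PS1 mice, a group of 2 whose lone sample is then assumed to vary like the other groups, it was 89 and 65. In young mice alone edgeR called 0 genes (75 at an unadjusted p under 0.05; DESeq2, 4). Where 0 genes are called every split gives at least as many, as all 100 did, so the splits decide nothing there. Age itself stays open and untested as a biological explanation, as does any difference in handling between the age groups.

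A signal in genes that the paper does not discuss was seen in aged mice. Of the 357 genes called for the genotype effect, 337 were outside the genes the paper names. The largest falls outside its genes were those of Ifit3 (−2.165), Ifit1 (−1.893), Ptgs2 (−1.55) and Gpr84 (−1.538), and the largest rises those of Cst7 (3.249), Apoe (2.582), Fcrls (2.134), Itgax (1.951) and Lag3 (1.84). In females Slpi (2.151) and Gpr34 (2.01) and in males Ccl12 (−1.27) were also among the 5 largest changes in a direction. Of 100 splits of genotype, 1, the real one, gave as many genes over both sexes, 1 in females and 1 in males, so chance can be excluded for each. The most that another split gave was 1 gene over both sexes, 133 in females and 19 in males. The choice of scaling moves the split of higher and lower genes but not these genes' directions. In all, 161 genes were called in the same direction under 6 scalings (64 higher, 97 lower). For the genotype by sex interaction, where edgeR called 0 genes (31 at an unadjusted p under 0.05; DESeq2, 0), all 100 splits of sex gave at least as many, which holds for any count of 0, so the splits decide nothing. A difference in batch was not stated by the labels or the paper, and with runs of 12 sample numbers as a block 364 genes were called.

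Between female and male APP/PS1 mice, 5 genes were called: Cd109 (−1.182), Mki67 (−0.9463), Stmn1 (−0.8399), Kitl (−0.5428) and Gpnmb (0.7346), female over male. Of 100 splits of sex, 5 gave at least as many genes, so chance cannot be excluded, and the count ran from 0 to 61 when single samples were left out. In WT mice edgeR called 0 genes between the sexes (54 at an unadjusted p under 0.05; DESeq2, 0), where all 100 splits likewise gave at least as many and decide nothing.

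In WT mice, 73 genes were called between aged and young mice, which the paper does not report. The largest falls with age were those of Chil1 (−2.138), Atp1b1 (−2.021), Gpm6a (−1.93), Itm2a (−1.898) and Gnai1 (−1.388), and the largest rises those of Apoe (1.379), C1qb (1.164), C1qc (1.039) and C1qa (0.9975). The genes that fell varied widely in young female WT mice (n = 3), as with Chil1 at 1358 ± 1035 counts (SD), Itm2a at 165 ± 152 and Gpm6a at 47.7 ± 49.2. In young male WT mice (n = 3) their SDs were smaller beside the means, as with Chil1 at 447 ± 221. In aged WT mice Gpm6a and Gnai1 were weakly counted, with means of 8.5 and 6.5 in females and 11.3 and 10.3 in males. Of 100 splits of age, 1, the real one, gave as many genes, so chance can be excluded. Without replicate 19 of the young female WT mice, the count was 43. Genes called higher and lower were 36 and 37, with total count scaling 16 and 47, and with housekeeping scaling 56 and 30. Age stays open and untested as a biological explanation, as does any difference in handling between the age groups.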

How the results depend on the processing

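The tests with no scaling, total count scaling, housekeeping scaling, DESeq2 and limma on unscaled counts were chosen only after the results had been seen. No paired analysis by replicate number was possible because the numbers are unique across groups. Runs of 6 sample numbers hold 1 mouse of each aged group, but no label or statement of the paper links the mice of a run, and they were used only as blocks.

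Single genes and lists gave 163 results and 5647 alternative values, of which 5077 kept their side of the threshold, 327 no longer passed it, 204 passed it newly and 39 reversed. In all, 191 values changed sign, and those not among the 39 were past the threshold under neither setting. The counts of genes called for the aged genotype effect (357) and in females (266) stayed within 1.5 times their value under each alternative, from 257 to 410 and from 178 to 338. The list of 19 genes stayed lower in females and in males, past the threshold, with panel median scaling, quantile normalization, a pseudocount of 20, the median in place of the mean, no scaling, total count scaling and DESeq2's size factors. Blocks of 12 or 6 sample numbers say nothing about the list, since each holds equal numbers of the 4 aged groups and the genotypes do not overlap. In no setting run was the difference between the sexes of the list past the threshold.

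With housekeeping scaling, the list differences were no longer past the threshold in females (−0.02841, exact permutation p = 0.4957) and in males (−0.05648, exact permutation p = 0.1061), and the difference between the sexes, not past the threshold in either setting, changed sign to 0.02807 (exact permutation p = 0.5723). The 13 housekeeping genes were themselves lower in APP/PS1 mice with TMM, by −0.1696 in females and −0.109 in males, and scaling to them takes this out of the list. Why they were lower was not tested. With the list by symbol prefix in place of the 19 genes, they were −0.03555 (exact permutation p = 0.1991) and −0.05702 (exact permutation p = 0.08874), and the difference between the sexes changed sign to 0.02147 (exact permutation p = 0.5861), again past the threshold in neither setting. Housekeeping scaling also reversed the prefix list in females to 0.1336 (exact permutation p = 0.01948) and Ndufa10 over both sexes to 0.0148. For the prefix list in place of the 19 genes the cause was not tested.

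For the genotype effect over both sexes, Slc25a4, Hadh, Tomm20 and App reversed to lower values wherever samples were not scaled or were scaled to their total. With no scaling these were −0.2265, −0.05905, −0.03804 and −0.2385. Under limma on unscaled counts they were −0.2365, −0.05382, −0.0472 and −0.2434, with a pseudocount of 20 on the same scale −0.2321, −0.04749, −0.04591 and −0.2417, and with total count scaling −0.2151, −0.03804, −0.02856 and −0.2215. In the methods' 2-way analysis, adjusted or not, they were −0.2266, −0.05911, −0.03805 and −0.2385. Acadm reversed to −0.2083 with the pseudocount of 20, −0.2038 with total count scaling and −0.2183 in the methods' 2-way analysis, adjusted or not. In females, Opa1 reversed to −0.2755 with the pseudocount, −0.3038 with no scaling and −0.3039 in the methods' unadjusted analysis. Tomm20 in females reversed to −0.01669, −0.0106 and −0.0106 in these settings, to −0.01719 under limma on unscaled counts and to −0.0106 in the methods' adjusted analysis. App in females reversed to −0.2167 with total count scaling. These settings leave in the shift of the whole panel between genotypes, and whether it was the whole cause was not tested.

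The count of genes called in males (173) moved to 110 with no scaling, 109 under limma on unscaled counts, and 112 with only the 2 groups compared, where fewer samples estimate the spread. It moved to 0 in the methods' adjusted analysis, which adjusts Tukey's p again. The unadjusted methods' analysis called 23 genes for the genotype by sex interaction and 5 for the sex effect in WT mice, where edgeR called 0 and 0 (31 and 54 at an unadjusted p under 0.05; DESeq2, 0 and 0). The sex effect in APP/PS1 mice (5 genes) moved to 3 with a mean of at least 20 counts, 2 with panel median scaling, 2 with the pseudocount of 20, 3 with robust moderation, 29 with sample weights, 11 and 8 with blocks of 12 and 6 sample numbers, 0 with no scaling, 41 with total count scaling, 0 with housekeeping scaling, 27 with DESeq2, 1 under limma on unscaled counts, 11 with all 36 samples in 1 fit, 0 with only the 2 groups compared, and 21 and 0 in the methods' analysis without and with adjustment. The young genotype effect (0 genes) moved to 6 with sample weights and 4 with DESeq2. The genotype by age interaction (137) moved to 89 with a mean of at least 100 counts, where fewer genes are tested, 84 with quantile normalization, 222 with the pseudocount of 20 and 247 with sample weights. The age effect in WT mice (73) moved to 26 with the pseudocount, 130 with sample weights, 32 with no scaling and 26 under limma on unscaled counts. Except where given, the cause was not tested.

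With each sample left out in turn, the counts ran from 330 to 369 for the aged genotype effect, 229 to 299 in females, 104 to 220 in males, 0 to 0 for the genotype by sex interaction, 0 to 0 for the sex effect in WT mice, 0 to 61 for that in APP/PS1 mice, 0 to 4 for the young genotype effect, 65 to 169 for the genotype by age interaction and 43 to 75 for the age effect in WT mice. The list of 19 genes ran from −0.2154 to −0.1734 in females and from −0.1848 to −0.1523 in males (highest exact permutation p = 0.004329 in each), and the difference between the sexes from −0.04999 to −0.008018 (highest exact permutation p = 0.8499). In males, the count was 107 without replicate 4 and 104 without replicate 10 of the APP/PS1 mice. The sex effect in APP/PS1 mice was 61, 42, 0, 0 and 0 without male APP/PS1 replicates 4, 10, 16, 22 and 34, 1, 8, 0, 0, 0 and 2 without female APP/PS1 replicates 6, 12, 18, 24, 30 and 36, 0, 3, 1 and 13 without male WT replicates 3, 15, 27 and 33, and 3, 9, 3 and 3 without female WT replicates 5, 17, 23 and 29. The young genotype effect was 1, 4 and 1 genes without female APP/PS1 replicates 8 and 20 and female WT replicate 13, the genotype by age interaction was 89 and 65 without male APP/PS1 replicates 2 and 14, and the age effect in WT mice was 43 without female WT replicate 19.

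Leaving out genes with a mean under 100 counts removed none of the 19 genes, so that setting says nothing. Fth1 has no value under quantile normalization in the aged comparisons, since the most abundant gene of every sample is set to one value, and the list's difference between the sexes was not run with runs of sample numbers as a block. Depth limits mainly weakly counted genes. Of 779 probes, 223 had a mean under 20 counts in aged mice. On simulated data for the genotype by sex interaction, 88.6% of changed genes with a mean of at least 20 counts were recovered, against 73.5% of all changed genes.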

Differences from the paper's values

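The tests with no scaling, total count scaling, housekeeping scaling, DESeq2 and limma on unscaled counts were chosen only after the values had been seen.

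Of 23 panels in Figs. 4 and 5, 20 lay within a mean gap of 0.03 (log2) of the group means of the counts as deposited, and 3 did not. In female APP/PS1 mice, the bar of Immt is at about 660 in Fig. 4E, read by eye, where the counts had a mean of 419.5 ± 105.8 (SD, n = 6). The bar of Acadsb is at about 420 in Fig. 5, read by eye, against 256.0 ± 27.58, and the bar of Dnm1l at about 330 in Fig. 5, read by eye, against 197.2 ± 37.38. Among the alternatives set before the data were examined, panel median scaling (480, 300 and 227) and quantile normalization (469, 303 and 227) brought each of these values to within 1.5 times of the bar, while over the 4 groups of a panel the mean gap was not smaller with panel median scaling (0.351, 0.390 and 0.451 for Immt, Acadsb and Dnm1l, against 0.336, 0.386 and 0.436 with no scaling) and changed little with quantile normalization (0.331, 0.387 and 0.446). The filters and the choice of test do not change a group mean, and leaving out single samples was not run for the group means. The bars of the other groups in these panels were within 1.5 times of the counts.

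The paper states that transcripts fell further in female APP/PS1 mice than in the other groups. The difference between the sexes over the 19 genes, the female genotype difference minus the male one, was −0.03 with TMM scaling. It was not past the threshold in any setting run. The heat map may also be read as levels, and the list mean was 8.38 ± 0.08 (SD, n = 6) in female and 8.44 ± 0.06 in male APP/PS1 mice. That contrast was not tested on the list, and the 5 genes that edgeR called between these groups were outside the 19. In edgeR the interaction was called for 0 of the 19 genes in each setting, and the methods' unadjusted analysis called 0. At single genes, Slc25a4 alone had an exact permutation p under 0.05 for it (0.022), with a difference of 0.18, which is a rise in females relative to males.

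The paper places the fall of Dld in females alone. With TMM scaling edgeR called Dld in both sexes. It was called in females and not in males with a mean of at least 100 counts, quantile normalization, the pseudocount of 20, blocks of 12 or 6 sample numbers, only the 2 groups compared, and the methods' analysis, all set before the data were examined, and with no scaling and limma on unscaled counts, chosen after seeing the values. Dld was called in neither sex with panel median scaling, set before the data were examined, or with housekeeping scaling, chosen after seeing the values. Total count scaling and DESeq2, also chosen after seeing the values, called it in both sexes. The single-gene exact permutation test of Dld in males with no scaling was past the threshold (p = 0.0498). The paper also gives Hsd17b4 and Slc25a12 as lower in females, and Hsd17b4, Slc25a12, Slc25a17, Opa1 and Slc25a4 as lower over both sexes. None of these was called with TMM (log2 fold changes in females −0.15 and −0.17; over both sexes −0.04, −0.13, −0.06, −0.03 and 0.03). All were called lower with the pseudocount of 20 on unscaled counts and in the methods' analysis with and without adjustment, set before the data were examined, and with no scaling, total count scaling and limma on unscaled counts, which were chosen after seeing the values. These 3 added settings each dropped 2 of the 19 changes the paper states over both sexes.

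The paper gives the other 6 genes of Fig. 4 (Ndufa10, Immt, Samm50, Dnajc11, Abce1 and Slc25a17) as lower in both sexes, while its legend names fewer for males. With TMM scaling edgeR called Samm50 in both sexes, Immt and Dnajc11 in females, and the other 3 in neither. The methods' unadjusted analysis and the pseudocount of 20, set before the data were examined, and total count scaling, chosen after seeing the values, called 5 of the 6 in males, all but Slc25a17. DESeq2, also chosen after seeing the values, called Immt, Samm50, Dnajc11 and Abce1 in both sexes. In males, among settings set before the data were examined, sample weights also called Immt and Abce1, blocks of 12 sample numbers Immt, Dnajc11 and Abce1, blocks of 6 and all 36 samples in 1 fit Immt and Dnajc11, quantile normalization Dnajc11, and only the 2 groups compared Abce1. Among those chosen after seeing the values, limma on unscaled counts called Immt and Dnajc11, and no scaling Dnajc11. Over both sexes DESeq2 dropped 7 of the 19 changes the paper states. Slc25a17 was called in males in no setting run.

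The paper lists Acadsb among the transcripts that fell. Its bars in Fig. 5, read by eye, go the other way. They are at about 420 with APP/PS1 and 340 with WT in males, and 420 and 320 in females. No setting run called Acadsb lower over both sexes. Its log2 fold change was 0.14 with TMM, and it was called higher with the filters at means of 20 and 100 counts, panel median scaling, quantile normalization and sample weights, set before the data were examined, and with housekeeping scaling, chosen after seeing the values. The paper states that Acadm rose, and that it differed in females. Its bars in Fig. 5, read by eye, are lower with APP/PS1. They are at about 250 against 270 with WT in males, and 220 against 270 in females. With TMM its log2 fold change was 0.04 over both sexes and −0.0035 in females, and no setting run called it higher in females. Over both sexes it was called higher with housekeeping scaling, which was chosen after seeing the values and drops 12 of the 18 genes that the paper gives as lower. It was called lower with the pseudocount of 20, total count scaling and the methods' analysis.

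The paper states that the transcripts other than Acadm fell or did not change. With TMM scaling edgeR called Hadh (0.20) and Tomm20 (0.22) higher over both sexes. Neither was called with the pseudocount of 20 and in the methods' analysis, set before the data were examined, or with no scaling, total count scaling and limma on unscaled counts, chosen after seeing the values. Hadh was also not called with all 36 samples in 1 fit, set before the data were examined, and with DESeq2, chosen after seeing the values.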

Other observations

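The tests on why most unscaled counts were lower, of a panel shift as the reason for the lower unscaled prefix list, and on the figure panels, and those with no scaling or housekeeping scaling, were chosen only after the results had been seen.

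Most genes had lower unscaled counts in aged APP/PS1 mice, and 3 explanations were weighed. A lower total count is not the cause: after scaling to the total, the median log2 fold change of 537 other genes was still −0.282. A few abundant genes taking more of the counts is not the whole cause: after scaling to the total without the 5 most abundant genes, it was still −0.136. A lower amount of most transcripts in APP/PS1 microglia, or a lower input or quality of their RNA, stays open and was not tested.

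The 19 mitochondrial genes were lower in aged APP/PS1 mice. A shift of the whole panel was weighed first. After panel median scaling the list was still lower in females (−0.08774, exact permutation p = 0.03247) and in males (−0.06999), which is the outcome set in advance for a shift that is not the cause. However, the study chose these genes on these samples, and a list chosen for its fall keeps part of it under any scaling, so the shift and a change of these genes cannot be told apart. The prefix list, which was not chosen by its change, was lower in females with no scaling (−0.3562, exact permutation p = 0.0022), and after panel median scaling this difference was gone (0.07425, exact permutation p = 0.080), as a shift of the whole panel would give. Its lower unscaled counts may thus come from that shift. Fewer cells of other types in the APP/PS1 preparations would lower the lists of neurons, astrocytes and oligodendrocytes alike. The oligodendrocyte list was higher in male APP/PS1 mice, by 0.343 (exact permutation p = 0.0043), which argues against it as the cause in males with TMM scaling. With no scaling this list differed by 0.14 in males (exact permutation p = 0.13) and −0.18 in females (exact permutation p = 0.16), neither past the threshold, so for unscaled counts this stays open. A batch by runs of 12 sample numbers could not be weighed by permutation within runs. Each run held 2 mice of each aged group, and the genotypes did not overlap in a sex, so the test within runs was bound to give the smallest p that its permutations can give (exact permutation p = 0.009259 in females and males), and it decides nothing. With equal numbers in each run, a shift shared by all mice of a run cancels in the genotype difference. This balance argues against such a shift as the cause. A batch along lines other than these runs stays open. A biological effect of the genotype stays among the open explanations.

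Of the panels of Figs. 4 and 5, 3 (Immt, Acadsb and Dnm1l) lay away from the means of the unscaled counts, by 0.336 to 0.436 on the log2 scale. Whether they show counts scaled between samples was tested. With housekeeping scaling their ratios of APP/PS1 to WT lay within 0.141 of the bars, against up to 0.635 with no scaling, while their levels stayed away by 0.229 to 0.328. Scaled counts and another source of these bars cannot be told apart, since no scaling run gave both the ratios and the levels.

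The other gene lists were tested in aged mice with TMM scaling, each without genes of the 19 except for the prefix list, which shares 7. Disease-associated microglial genes (13 in the table, Spp1, Ctsd and Lgals3 the most abundant) were higher in APP/PS1 mice, by 1.03 in females (exact permutation p = 0.0022) and 0.83 in males (exact permutation p = 0.022), and with no scaling by 0.71 (exact permutation p = 0.0043) and, no longer past the threshold, 0.62 (exact permutation p = 0.071). For this list over both sexes, camera's call (p = 5.2e-06) held with an estimated correlation (p = 0.0499), and in each sex alone it did not (p = 0.0562 in females and 0.0541 in males). Homeostatic microglial genes (12) were higher by 0.39 (exact permutation p = 0.0022) and 0.34 (exact permutation p = 0.017), and with no scaling by 0.08 and 0.13, neither past the threshold. The oligodendrocyte list (9 genes, 5 with a mean of at least 20 counts) differed by 0.12 in females (exact permutation p = 0.12). The difference between the sexes of this list was −0.23 (exact permutation p = 0.066), and −0.32 with no scaling (exact permutation p = 0.032). The astrocyte list (6 genes, 2 of them with such a mean) differed by 0.22 (exact permutation p = 0.11) and 0.11 (exact permutation p = 0.26), and with no scaling by −0.08 and −0.09. The neuron list (8 genes, 1 with such a mean) differed by 0.15 (exact permutation p = 0.30) and 0.32 (exact permutation p = 0.13), and with no scaling by −0.13 and 0.13. The endothelial list (3 genes) differed by 0.40 (exact permutation p = 0.037) and 0.36 (exact permutation p = 0.14), and with no scaling by 0.08 and 0.15, neither past the threshold. After adjustment over these lists and the prefix list, the exact permutation p was 0.023 for the disease-associated and homeostatic lists in females, in which all 6 APP/PS1 mice lay above all 6 WT mice (unadjusted, the smallest p that these permutations can give), 0.030 for the oligodendrocyte list in males, in which 5 of 6 APP/PS1 mice lay above all 6 WT mice, and over 0.05 for the others. How many of these genes microglia express in culture was not tested.

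Several genes that the Discussion names were in the panel. Over both sexes of aged mice, edgeR's log2 fold change was −1.85 for Il1b (SE 0.35, adjusted p = 0.00014), −1.46 for Tnf (SE 0.30, adjusted p = 0.00037), 0.69 for Il6 (SE 0.26, adjusted p = 0.034), 0.50 for Fth1 (SE 0.10, adjusted p = 0.00019) and 0.89 for Trem2 (SE 0.11, adjusted p = 2.5e-06). The direction was the same with no scaling and with housekeeping scaling for each of these genes. In females Il1b changed by −2.59 and in males by −1.11, and the difference between the sexes was not past the threshold (exact permutation p = 0.15). These values are from isolated microglia, which the labels give as cultured for several days. The paper's Results report higher mRNA of these cytokines in hippocampal tissue of female APP/PS1 mice. Its Discussion places that rise in microglia of female APP/PS1 mice. In females here Il1b and Tnf went the other way, Tnf by −1.66 (edgeR adjusted p = 0.0043). Il6 rose in females by 0.88 without a call (edgeR adjusted p = 0.068). Why Il1b and Tnf differ in direction was not tested.

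In young mice, the median log2 fold change of the 19 genes over both sexes was 0.038 above that of the 537 other genes, and edgeR called none of the 19 (lower 0, higher 0).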
